# Transcriptional defects and reprogramming barriers in somatic cell nuclear reprogramming as revealed by single-embryo RNA sequencing

**DOI:** 10.1186/s12864-018-5091-1

**Published:** 2018-10-10

**Authors:** Yong Liu, Fengrui Wu, Ling Zhang, Xiaoqing Wu, Dengkun Li, Jing Xin, Juan Xie, Feng Kong, Wenying Wang, Qiaoqin Wu, Di Zhang, Rong Wang, Shaorong Gao, Wenyong Li

**Keywords:** Transcriptional defect, Reprogramming barrier, SCNT embryo, RNA-seq, Mouse

## Abstract

**Background:**

Nuclear reprogramming reinstates totipotency or pluripotency in somatic cells by changing their gene transcription profile. This technology is widely used in medicine, animal husbandry and other industries. However, certain deficiencies severely restrict the applications of this technology.

**Results:**

Using single-embryo RNA-seq, our study provides complete transcriptome blueprints of embryos generated by cumulus cell (CC) donor nuclear transfer (NT), embryos generated by mouse embryonic fibroblast (MEF) donor NT and in vivo embryos at each stage (zygote, 2-cell, 4-cell, 8-cell, morula, and blastocyst). According to the results from further analyses, NT embryos exhibit RNA processing and translation initiation defects during the zygotic genome activation (ZGA) period, and protein kinase activity and protein phosphorylation are defective during blastocyst formation. Two thousand three constant genes are not able to be reprogrammed in CCs and MEFs. Among these constant genes, 136 genes are continuously mis-transcribed throughout all developmental stages. These 136 differential genes may be reprogramming barrier genes (RBGs) and more studies are needed to identify.

**Conclusions:**

These embryonic transcriptome blueprints provide new data for further mechanistic studies of somatic nuclear reprogramming. These findings may improve the efficiency of somatic cell nuclear transfer.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-5091-1) contains supplementary material, which is available to authorized users.

## Background

Utilizing somatic cell nuclear transfer (SCNT) technology, somatic cells have been reprogrammed not only to totipotency but also to form live cloned offspring [1]. Since the birth of “Dolly” [2], more than 20 species of mammals have been cloned from various somatic cells [3], including the cloned quadrumana [4], indicating the vast potential of SCNT technology in animal husbandry and endangered species conservation. Furthermore, nuclear transfer (NT) blastocysts have been used to produce NT embryonic stem cells [5], regardless of whether the NT blastocysts were obtained from a healthy control [6] or a patient [7]. Therefore, the SCNT technique also has wide prospective applications in human therapeutic cloning [8, 9].

Although the NT technique displays great potential in various applications, the developmental ability of NT embryos remains very poor [3]. The poor developmental ability is attributed to transcriptional defects and reprogramming barriers. A normal fertilized embryo undergoes a series of transcriptional regulatory steps after fertilization. The well-known transcriptional period ZGA is mainly regulated by maternal factors [10, 11] and epigenetic patterns [12, 13]. NT embryos appear to undergo abnormal gene regulation during this period. Certain somatic genes are constitutively expressed in 2-cell NT embryos [14]. Maternal factors are not degraded properly in NT embryos [15]. NT embryos display an abnormally high DNA methylation level in more than 20 genes [16]. Even the Oct4 regulatory region appears to exhibit an abnormally high methylation level [17, 18]. The level of methylation on H3K9 [13, 19] and H3K27 [20] is noticeably higher. This increased methylation also leads to the abnormal positioning of the PRC2 complex [20] and the abnormal expression of the polycomb-associated gene in NT embryos [21]. These epigenetic abnormalities are often regarded as reprogramming barriers. The abnormal epigenetic patterns further cause abnormal gene transcription in NT embryos [22, 23]. In conclusion, the abnormal transcriptional regulation in NT embryos may be responsible for their poor developmental ability.

Transcriptomic analyses are appropriate methods for studying transcriptional regulation. However, transcriptomic analysis of NT embryos is challenging to perform using the traditional transcriptomic analysis method, as a sufficient number of NT embryos are not typically accumulated for use in this analysis. Since the invention of single-embryo transcriptome analysis technology (RNA-seq) [24], many transcriptomic analyses of embryos have been successfully performed [25–28]. Several RNA-seq studies have focused on specific stages of NT embryos [13, 29], but no transcriptome blueprint describing the entire developmental period of NT embryos has been published. In the present study, the transcriptome blueprints of in vivo fertilized embryos (in vivo group), CCs donor NT embryos (NTC group) and MEF donor NT embryos (NTM group) were systematically analyzed using the RNA-seq method. Then, the differences in gene transcripts among these embryos and donor cells were extensively explored. This study provides a foundation for studies of the mechanism of nuclear reprogramming and promotes the application of NT technology in livestock production, therapeutic cloning and regenerative medicine.

## Methods

### Animals

All chemicals used in this study were purchased from Sigma (St. Louis, MO, USA), unless stated otherwise. The Institutional Animal Care and Use Committee of Fuyang Normal University approved this study. SPF grade C57BL/6 female mice and DBA2 male mice were purchased from the Model Animal Research Center of Nanjing University and housed at the Experimental Animal Center of Fuyang Normal University. B6D2F1 (C57BL/6 × DBA2) mice were bred at the Experimental Animal Center of Fuyang Normal University. All mice had free access to water and food and were maintained in an environment at 22–26 °C with 40–70% humidity on a 12/12 h light/dark cycle.

### Sources of oocytes and donor cells

The 8–10-week-old BDF1 female mice were superovulated with 7 IU of pregnant mare serum gonadotropin (PMSG), followed by 7 IU of human chorionic gonadotropin (HCG) by intraperitoneal injections after 48 h. The cumulus-oocyte complexes (COCs) were collected 14 h after HCG injection. COCs were digested in the M2 drop containing 0.1 mg/ml hyaluronidase. CCs were removed from the oocytes by gentle pipetting. The obtained denuded oocytes were used for NT after a 15 min incubation in G1 medium at 37 °C in a 5% CO_2_ atmosphere with saturated humidity. The remaining CCs were collected and temporarily stored at 4 °C until use as donor cells for NT. MEFs were obtained from 13.5-day-old BDF1 fetuses. MEFs were cultured in DMEM (Gibco, 11960–051) supplemented with 10% FBS. MEFs were used at passages 2–5 in this experiment. The cell cycle was synchronized to G0/G1 phase by culturing the cells in DMEM supplemented with 0.5% FBS for 72 h. Synchronized single-embryo MEFs were obtained by treating the cells with 0.25% Trypsin-EDTA (Gibco, 25300–072) and pipetting before use as donor cells for NT.

### Nuclear transfer

SCNT was performed using the micro-manipulator system. Oocytes were enucleated in an M2 drop containing 5 μg/ml cytochalasin B (CB). The spindle was removed using a microinjector that contained a glass pipette (inner diameter of 12 μm). The donor cells were transferred to M2 supplemented with 3% PVP, and the cell membranes were ruptured by several Piezo pulses. The donor nucleus was directly injected into the enucleated oocyte in M2 containing 5 μg/ml CB using a Piezo-driven pipette. The glass pipette used for the CCs had an 8-μm inner diameter, and the pipette used for the MEF cells had a 10-μm inner diameter. Before activation, the reconstructed embryos were incubated in G1 medium at 37 °C in a 5% CO_2_ atmosphere with saturated humidity for 1 h. The reconstructed embryos were activated with a 6 h incubation in Ca^2+^-free CZB containing 10 mM SrCl_2_, 5 μg/ml CB and 5 nM Scriptaid. After a subsequent incubation in G1 containing 5 nM Scriptaid for 3 h, the reconstructed embryos were thoroughly cultured in G1 and G2 (after the 4-cell stage) medium.

### Embryo collection

As shown in Fig. 1, in vivo embryos (in vivo group) were collected from C57BL/6 female mice that had been mated with DBA2 male mice. These embryos were collected at the following six stages of development: pronuclear, 2-cell, 4-cell, 8-cell, morula and blastula stages (designated in vivo_1, in vivo_2, in vivo_4, in vivo_8, in vivo_M and in vivo_B, respectively). MEF donor NT embryos (NTM group) were reconstituted with BDF1 MEFs. Female C57 mice were mated with male DBA mice, and 13.5-day-old fetuses were obtained to produce the original MEFs. These MEFs with the BDF1 genetic background were sub-cultured, and cells at the 3rd-5th passages were used as donor cells. The MII oocyte cytoplasm was obtained from 8- to 10-week-old BDF1 female mice. Six stages of reconstituted NTM embryos were collected after different culture periods. NTM embryos from the pronuclear to blastula stages were designated NTM_1 to NTM_B. The CC donor NT embryos (NTC) were reconstituted with CCs collected from BDF1 female mice. The NTC embryos were collected in the same manner as the NTM embryos. NTC embryos from the pronuclear stage to the blastula stage were designated NTC_1 to NTC_B.

**Fig. 1:**
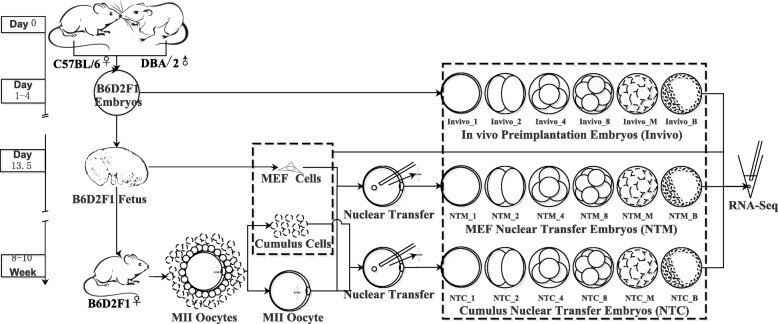
The derivation of embryos and cells with the same genetic background. Twenty different samples shown in the two dashed boxes were used for RNA-seq analyses. All samples were on BDF1 genetic background. The genomes of the F1 generation were obtained by crossing a C57BL/6 female mouse and a DBA/2 male mouse

The study included 18 groups to represent the six stages of development in each of the three types of embryos. Three biological replicates from each group were prepared. Then, we used 54 embryos for the single-embryo RNA-seq. These 54 embryos were chosen from 904 embryos based on stringent morphological criteria.

### Single-embryo RNA-seq library generation

Each embryo was transferred to lysate buffer in a PCR tube and immediately stored at − 80 °C. A diluted ERCC mix (Life Technologies 4456740) was added to the lysis buffer as a spike-in for each sample. Reverse transcription was performed directly on the cytoplasmic lysate. Terminal deoxynucleotidyl transferase was then used to add a poly(A) tail to the 3′-end of the first-strand cDNAs. The total cDNA library of the single cells was then amplified for 18–20 cycles to construct the library. The amplified cDNA library was fragmented using a Covaris sonicator (Covaris S220, Woburn, MA, USA). The KAPA Hyper DNA Library Prep Kit (KK8504, Kapa Biosystems) was used according to the manufacturer’s instructions to generate the sequencing libraries. Paired-end 150-bp sequencing was further performed on a HiSeq 2500 (Illumina) platform at the Annoroad Gene Technology Corporation, Ltd. (Beijing, China).

### Analysis of the RNA-seq data

A Perl script was used to filter the original data (raw data) and guarantee the quality of the data for the analysis. The filtering step using the Perl script included the removal of adapters, redundant reads and low-quality reads. After the filtering process, the clean data were assessed for data quality, including Q30 statistics, data quantity statistics, and base content statistics. The reference gene and genome annotation files were downloaded from UCSC and used to build the reference genome library using Bowtie2 v2.2.3 software. Then, the clean data were mapped to the reference genome using TopHat v2.0.12 software. In addition, Bowtie2 software was used to map and compare the data obtained from TopHat to enhance the accuracy of the mapping results. IGV (Integrative Genomics Viewer) was used to view the mapped results in a heatmap, histogram, scatter plot and other formats. HTSeqv0.6.0 was used to calculate the number of copies of each gene, and FPKM was used to quantitatively assess expression. The significance of the differentially expressed genes was calculated using DESeq software by performing pair-wise comparisons among the different types of embryos. The *P*-value adjusted for multiple tests and absolute value of log2 fold change were obtained to determine whether the genes were significantly differentially expressed. Blast2go was used for the GO analysis, and KAAS was used for the KEGG analysis. DAVID bioinformatics resource version 6.8 was used for the GO enrichment analysis and protein interactions analysis (https://david.ncifcrf.gov/home.jsp). The significance of the differential GO terms was calculated using above mentioned software by performing pair-wise comparisons, and three independent examples were used in each groups. Heatmaps were generated using the “heatmap.2” function in R. Venn diagrams were generated using Venny2.1 on the website http://bioinfogp.cnb.csic.es/tools/venny/index.html.

### PCA analysis

PCA analyses were performed based on FPKM values using the “prcomp” function in R. The publicly available SCNT expression data were downloaded from the GEO repository (GSE70608). We first adjusted for the potential batch effect between the datasets using “ComBat” function in “sva” package to compare the GEO data with our data. Then, the batch-corrected data were subjected to a PCA clustering analysis. Similarities between the publicly available data and our data were evaluated by calculating Pearson’s correlation coefficients for the FPKM values of all genes.

## Results

### The derivation of in vivo embryos, NT embryos and donor cells with the same genetic background

Embryos and cells were collected using the methods shown in Fig. 1 to enable an exact syngeneic comparison of in vivo embryos and NT embryos. 

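Single embryos of 3 types (in vivo, NTC and NTM) at 6 stages from the 1-cell embryo to the blastula, and the donor cells (CCs and MEFs), were sequenced in 3 libraries per group, 60 libraries of 20 groups. The authors deposited the expression of 27238 genes in each library as RPKM (reads relative to exon length and to the reads of the library), and these values were used as they stand. For each of 45 comparisons of a pair of groups, log2(RPKM + 1) was fitted with limma over the genes with a mean RPKM of at least 0.5 in the libraries compared. A gene was counted as differentially expressed at an adjusted p (Benjamini-Hochberg) under 0.05 and a log2 fold change of at least 1 in size. On simulated data the values of 200 genes well above the expression limit were changed. These fits recovered 91.0% of them in 1-cell embryos (NTM against NTC), with 5 false genes. For NTC against in vivo they recovered 80.0% in 4-cell embryos and 39.5% in blastulas, with 8 and 6 false genes. Changes of 2 log2, the smallest simulated, were recovered in 81.8%, 51.5% and 7.58% of cases. Recovery of smaller changes, or of genes near the expression limit, was not measured.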

In vivo embryos were collected from C57BL/6 female mice that had been mated with DBA/2 male mice. NTM embryos were reconstructed with BDF1 MEF nuclei and the MII oocyte cytoplasm. The NTC embryos were reconstituted with CCs that were collected from BDF1 female mice. Therefore, the genetic background of all three types of embryos was BDF1. The donor cell CCs and MEFs were also prepared in three biological replicates for the single-embryo RNA-seq analysis. Sixty samples were analyzed.

### Transcriptional profiles of in vivo embryos, NT embryos and donor cells

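The reads on genes were recovered from the steps between the RPKM values of each library, and 99.99% of the values above 0 were whole numbers of reads. They ranged from 5294167 (NTC 2-cell replicate 3) to 47830132 (MEF replicate 3), with a mean of 17256700 and a median of 15451429 per library. The 54 embryo libraries had a median of 14718210 and at most 26281508, below every donor library (31558140 or more). One read on a transcript of 2000 nt equals 0.0105 to 0.0944 RPKM, and 3 reads, the most that a value of 0 leaves open by counting alone, equal 0.0314 to 0.283 RPKM. The reads carry no molecular identifiers, so RNA lost before amplification is not covered by this limit.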

Using the Illumina HiSeq2000 sequencer, we generated 387 Gb of clean sequencing data from 60 samples with an average of 43 million clean reads per sample and a read length of 150 bp. Compared to the mouse reference genome sequence, the mapping rate was 90–96% (an average of 94.5%). This information is recapitulated in the boxplot shown in Additional file 1: Figure S1. In total, 26845 genes (FPKM in Additional file 2: Table S3) were detected in the 60 samples, accounting for 57% of the known genes in mice. Among the 54 embryo samples, 25943 genes were detected, accounting for 55% of the known genes in mice. Therefore, the mouse preimplantation embryo expresses more than half of the known genes in the mouse.

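Of the genes in the table, 26845 had an RPKM above 0 in at least 1 library and 25943 in at least 1 embryo library, and 393 were at 0 in all. The count moved most with a limit of 1 RPKM, to 21739 genes in all libraries and 20369 in embryos. With a limit of 0.1 RPKM it was 25771 and 24895, and with values above 0 in 2 libraries or more 23663 and 22838. GENCODE M21 lists 55536 mouse genes, of which the table covers a part. From the number of genes detected in embryos the paper concludes that most of the known genes are expressed before implantation.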

A principal component analysis (PCA) was performed to examine the obtained data (Fig. 2a). 

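Principal component analysis of log2(RPKM + 1) over 13535 genes gave a first component with 39.8% of the variance and a second with 13.7%. On the second component the 6 CC and MEF libraries lay between 159 and 192 and the 54 embryo libraries between -54.9 and 19.1. Scaling each gene to unit variance moved the first component most, to 27.6%. Across genes, the Pearson correlation of a CC with a MEF library was 0.631 to 0.685 and that of a donor with an embryo library 0.141 to 0.574, where genes are not independent replicates.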

The two types of donor cells were clustered together and segregated from the other samples, conforming to the biological laws of cell differentiation. The mouse ZGA occurred at the 2-cell stage. The transcription patterns were obviously different between the 1–2 cell stage and subsequent stages. Our PCA findings are consistent with these data. The three types of 1-cell embryos and 2-cell embryos clustered together, but the three types of 4-cell, 8-cell, morula and blastula embryos were clustered in another region.

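On the first component the 18 libraries of 1-cell and 2-cell embryos lay between -181 and -132, and the 36 libraries of the 4-cell stage to the blastula between 47.1 and 86.1. The donor cells lay at 40.7 to 46.6, beside the later embryos on this axis. Average-linkage clustering on correlation, taken at 3 clusters, put the 18 early embryo libraries, the 36 later ones and the 6 donor libraries into separate clusters, and did so with each alternative pseudocount, filter and scaling.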

**Fig. 2:**
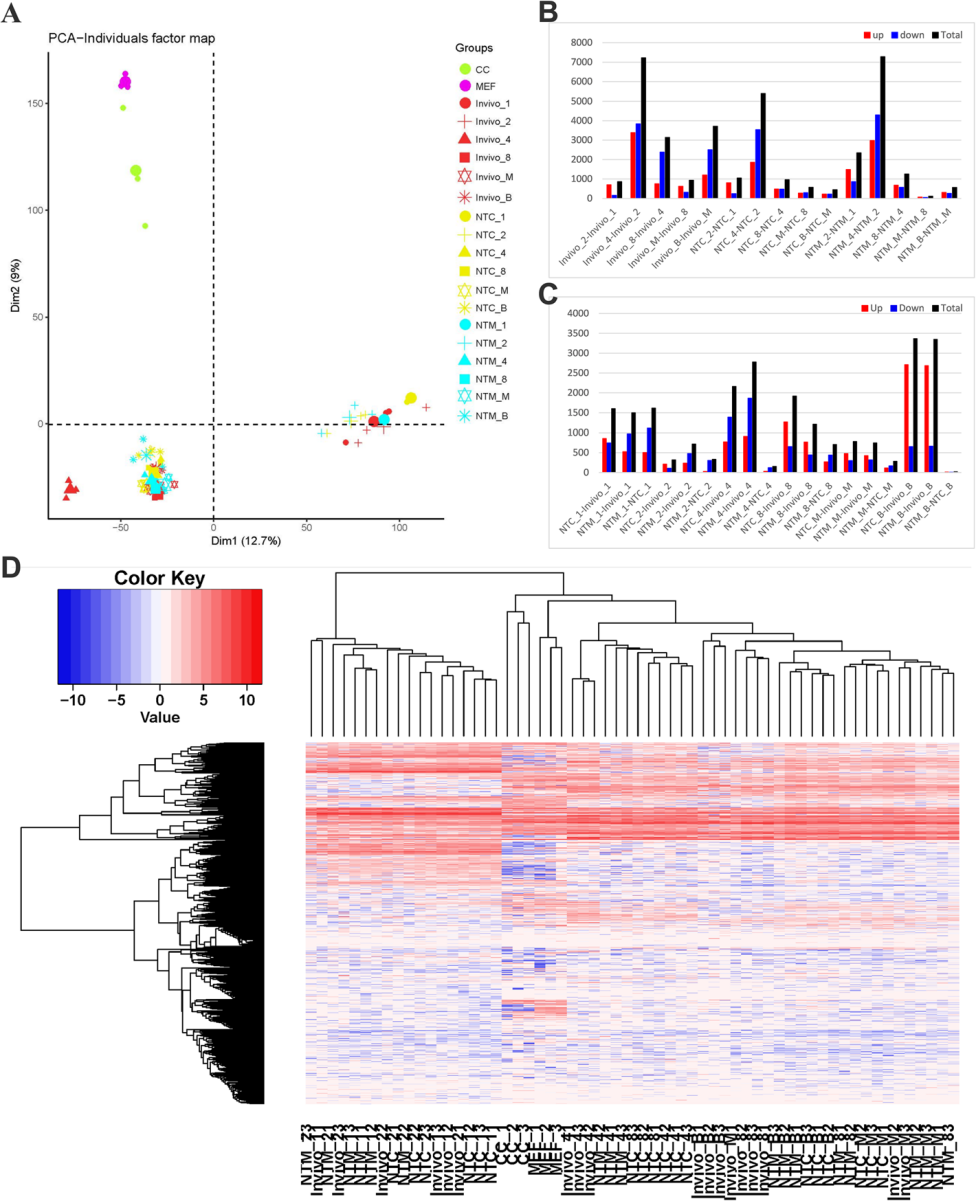
Single-cell transcriptional profiles of in vivo embryos, NT embryos and donor cells. **a** PCA of all 60 samples revealing key relationships between groups. Smaller symbols represent each sample. Bigger symbols represent the average of samples from each group. **b** The number of genes displaying differential expression between adjacent developmental stages. **c** The number of genes exhibiting differential expression between different types of embryo at the same stage. **d** Heatmap of all 60 samples. Blue indicates lower expression and red indicates higher expression. The hierarchical clustering analysis of the samples is shown on top of the heatmap. The hierarchical clustering analysis of the genes is shown on the left. NTM_23 means the third sample of 2-cell NTM embryos. CC_1 means the first sample of cumulus cells, etc.

The gene transcription patterns were significantly changed during embryonic development (Fig. 2b). 

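From the 4-cell to the 8-cell stage, limma gave 458 up-regulated and 4096 down-regulated genes in vivo, 0 and 6 in NTC embryos, and 17 and 18 in NTM embryos. The median gene fell by 1.05 log2 in vivo at this step, and with median-ratio scaling, which takes up part of that shift, the up-regulated share went from 10.1% to 24.5%. In NTM embryos that share went from 48.6% to 63.4%, and leaving out NTM 8-cell replicate 1 left 0 genes. From the 8-cell stage to the morula 1 gene was up-regulated in vivo (Gm21994, chosen after its values were seen), and 0 changed in NTC or NTM embryos, where 1270 and 843 had an unadjusted p under 0.05. The median over the 16 comparisons of lesser interest went from 5.5 to 309 genes with one fit over all 20 groups.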

The major ZGA stage occurs in the late 2-cell embryos in mouse, which corresponds to our 2–4 cell stage embryos. The largest transcriptional difference appeared in this stage, as the transcription of approximately 6000 genes exhibited changes. 

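Between the 2-cell and the 4-cell stage 6784 of 12995 genes changed in vivo, 4505 of 12324 in NTC embryos and 3103 of 11742 in NTM embryos, more than at any other step in each embryo type. With one fit over all 20 groups the NTM count was 6114. Leaving out NTM 2-cell replicate 2 lowered it to 1907, and leaving out in vivo 4-cell replicate 2 lowered the in vivo count to 5528.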

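Up-regulated from the 2-cell to the 4-cell stage were 4078 genes in vivo, 2027 in NTC and 1425 in NTM embryos, and down-regulated were 2706, 2478 and 1678. A direct test of the difference between the changes (interaction term in limma) found 1895 genes for NTC against in vivo embryos, of which 1581 rose less or fell more in NTC embryos. For NTM it found 1294 genes, 1051 of them in that direction. With replicate 2 left out of every group the interactions fell to 591 and 162 genes, the lowest of the 3 such fits.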

Significantly fewer up-regulated genes were observed in both NT embryos than in the in vivo embryos, indicating that many genes failed to be activated in both NT groups during the major ZGA stage. The lack of these transcripts may be a reason for the poor development of NT embryos. During the morula-blastula period, more than 3,000 transcripts were altered in the in vivo group, but only approximately 500 differences were observed in both NT groups. Therefore, the in vivo group displays greater alterations in transcription than the NT groups (*P* < 0.05). 

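From the morula to the blastula 30 genes were up-regulated and 39 down-regulated in vivo, against 456 and 263 in NTC and 366 and 49 in NTM embryos. Genes with an unadjusted p under 0.05 numbered 1480, 2503 and 2276. The order of the groups depends on how the variance is estimated, because one fit over all 20 groups gave 1809 genes in vivo, 463 in NTC and 625 in NTM embryos. Single libraries also moved the counts: in vivo to 0 (without in vivo morula replicate 2) or 161 (without in vivo blastula replicate 1), NTC to 162 (without NTC blastula replicate 1), and NTM to 28 (without NTM blastula replicate 1) or 879 (without NTM blastula replicate 3). Median-ratio scaling lowered the up-regulated share in NTM embryos from 88.2% to 60.5%, where the median gene had risen by 0.58 log2.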

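The change from morula to blastula differed from the change in vivo for 23 genes in NTC embryos (20 more positive, 3 more negative) and 62 in NTM embryos (55 and 7), by the interaction term in limma. Leaving out any replicate from all groups gave 0 genes in both tests, and one fit over all 20 groups gave 309 and 650. On simulated data with 200 changed genes the NTC test recovered 51.0%, with 8 false genes. All changes simulated there were several times the fold change limit, so recovery of changes near it was not measured. From the numbers of changed transcripts at this step the paper concludes that in vivo embryos alter their transcriptome more than NT embryos do.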

The first cell differentiation step occurred during this period. These erroneous transcription steps may affect the differentiation of trophoblastic cells, which may further cause the placental abnormality after NT embryo implantation.

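Of 15 trophectoderm genes, a list drawn up by hand (among them Cdx2, Gata3, Elf5, Eomes and Krt8), 10 of 13 tested had positive changes from morula to blastula in vivo, 11 of 13 in NTC and 13 of 14 in NTM embryos. Adjusted over the list alone, 6 genes were up-regulated in vivo, 6 in NTC and 11 in NTM embryos, and adjusted over all genes 3, 5 and 6. In blastulas the list score (mean over genes of centred log2 expression) was 0.04 higher in NT than in in vivo embryos (exact permutation p = 0.952, smallest p that the 84 arrangements allow 0.0119). This difference is not stable, since without replicate 1 of every group it was -0.82 and without replicate 3 it was 0.84.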

Many genes are differentially expressed between NT embryos and in vivo embryos (Fig. 2c, Additional file 3: Table S4). 

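Against in vivo embryos of the same stage, NTC embryos had 126 differentially expressed genes at the 1-cell, 18 at the 2-cell and 139 at the 8-cell stage, and NTM embryos 132, 16 and 174. In morulas NTC embryos had 3 genes, all higher (Areg, Rhox5 and Gm13394; Areg and Gm13394 were chosen after their values were seen), and NTM embryos 15. One fit over all 20 groups gave 1023 (NTC) and 719 (NTM) at the 1-cell stage, and no filter on low values 13 for NTM 8-cell embryos. Without in vivo 1-cell replicate 1 the counts at that stage were 1524 and 853, and without replicate 1 of the NT group itself 1 and 16. Leaving out in vivo 2-cell replicate 3 gave 112 genes for NTC 2-cell embryos, and leaving out NTM 8-cell replicate 1 gave 0 genes for NTM 8-cell embryos. For NTC 8-cell embryos one fit over all 20 groups gave 1003 genes and a replicate block 320, no filter on low values left 0 (1935 at an unadjusted p under 0.05), and leaving out 1 library gave 6 (without NTC 8-cell replicate 3) to 25 (without in vivo 8-cell replicate 3).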

The greatest difference was observed between the blastula stage and 4-cell stage. In the blastula stage, more than 3,000 genes were differentially expressed between NT groups and the in vivo group. 

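Blastulas differed from in vivo blastulas in 879 of 9288 genes (NTC) and 70 of 9380 genes (NTM), with 2684 and 2458 at an unadjusted p under 0.05. The values of 35.1% and 32.6% of the genes did not overlap between the groups, where 10% are without overlap by chance. A pseudocount of 0.1 gave 1574 and 1254 genes, and one fit over all 20 groups 2368 and 2408. The counts rest on single libraries: 1 gene without NTC blastula replicate 2 (NTC), 1 without NTM blastula replicate 1 and 1488 without NTM blastula replicate 3 (NTM).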

More than 70% of these genes were up-regulated in NT groups compared with the in vivo group. 

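Of these genes, 818 (93.1%) were higher in NTC and 53 (75.7%) in NTM blastulas than in vivo. The median of all tested genes was itself higher, by 0.85 log2 in NTC and 0.86 in NTM blastulas. With median-ratio scaling, which removes part of that shift, the share higher in NTM blastulas was 92.6%. In vivo blastula libraries had 7730 to 7808 genes above 0 and NT blastula libraries 11498 to 13568.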

In the 4-cell stage, approximately 2500 genes were differentially expressed between the NT groups and the in vivo group. 

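At the 4-cell stage 3189 of 11457 genes differed between NTC and in vivo embryos and 2355 of 11143 between NTM and in vivo embryos, the largest counts of the 6 stages. Leaving out in vivo 4-cell replicate 2 gave 2101 and 1034 genes, and leaving out NTM 4-cell replicate 3 gave 2929 for NTM. Without overlap between the groups were 43.9% and 41.1% of the genes. Mitochondrial genes took 5.68% to 8.87% of the reads of in vivo 4-cell libraries and 29.6% to 40.4% of those of NT 4-cell libraries.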

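In NTC 4-cell embryos 848 genes were higher and 2341 (73.4%) lower than in vivo, and in NTM 4-cell embryos 371 were higher and 1984 (84.2%) lower. The median gene was lower by 0.39 log2 in NTC (-0.39) and 0.69 in NTM embryos (-0.69). Median-ratio scaling raised the share of higher genes from 26.6% to 36.6% (NTC) and from 15.8% to 26.0% (NTM).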

Approximately 1/3 of these genes were down-regulated in NT groups, a potential cause of the poor ZGA in the NT embryos.

The maximum differences in transcription (1618 genes) observed between the two types of NT embryos were detected at the 1-cell stage (Additional file 4: Figure S2A). This stage is the initial step in cellular reprogramming. 

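Between NTM and NTC 1-cell embryos 2142 of 10799 genes differed, 609 higher and 1533 lower in NTM. The lowest count without 1 library was 1193 (without NTC 1-cell replicate 3), and one fit over all 20 groups gave 1060. At the 2-cell, 4-cell and morula stages 0 genes differed, with 772, 602 and 1534 at an unadjusted p under 0.05. At the 8-cell stage 5 genes did (Gsto1, 1500009L16Rik and Tbx3 higher in NTM, Gm6091 and B020004C17Rik lower), all chosen after their values were seen. Without NTM 2-cell replicate 1, 41 genes differed at the 2-cell stage.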

Donor cells (CCs or MEFs) had just been injected into the cytoplasm. The functions of 1618 genes were analyzed using the GO method. Nucleus (GO: 0005634) was the term displaying the greatest difference (*P* = 2.9E-42). Thus, the transcriptional differences between 1-cell NTC and NTM embryos were more likely due to the use of different donor cells. 

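Differences between NTM and NTC 1-cell embryos had a Pearson correlation of -0.000694 and a Spearman correlation of -0.0142 with the differences between MEFs and CCs, across 10799 genes that are not independent replicates. Among the 673 genes that differed in both comparisons, 47.7% had the same sign. The paper proposes that the differences between NTC and NTM 1-cell embryos come from the different donor cells.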

The term in the Biological Process category exhibiting the greatest difference was Transcription, DNA-templated (GO: 0006351, *P* = 4.7E-11). Regulation of transcription, DNA-templated (GO: 0006355, *P* = 1.6E-10) was also obviously different. Based on these findings, the cellular reprogramming was not complete and substantial differences were observed between two NT groups. Transcriptional co-differences between NTC VS. Invivo and NTM VS. Invivo were shown in Additional file 4: Figure S2B. only 402 genes co-difference in the 1-cell stage. 

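At the 1-cell stage 32 genes differed from in vivo in both NT groups, 25 higher and 7 lower. Both comparisons share the in vivo libraries, so NT groups without any change were simulated 20 times. The changes of the NT groups had the same sign in 66.9% of genes, against 67.4% in the simulations, and a correlation across genes of 0.50, against 0.51. At most 0 genes were shared in the simulations, against 32, but the median number of calls there was 0 as well. With replicate 1 left out of every group 140 genes were shared, and with replicate 2 left out 0.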

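After the 1-cell stage 6 genes (2-cell), 1818 (4-cell, 255 higher and 1563 lower), 36 (8-cell), 1 (morula, Rhox5, higher) and 62 (blastula) differed from in vivo in both NT groups. The NT groups changed in the same direction in 74.5%, 82.8%, 75.9%, 68.4% and 90.9% of genes, against 67.4% to 68.2% in simulations with unchanged NT groups. The correlations across genes were 0.68, 0.85, 0.68, 0.67 and 0.92, against 0.50 to 0.53 in the simulations. These draw each gene separately, so they do not cover a technical difference common to the in vivo libraries of a stage. Leaving 1 replicate out of every group left 290 to 625 genes at the 4-cell stage (290 without replicate 1) and 0 at the 8-cell and blastula stages.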

The differences observed in the 1-cell stage were substantially decreased (less than 1/4 remained) when the NT embryos developed further. Thus, most reprogramming events occurred in the 1-cell stage. 

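Between NTM and NTC blastulas 0 of 10187 genes were differentially expressed, and 315 had an unadjusted p under 0.05. The values of 7.88% of the genes did not overlap, where 10% are without overlap by chance. No single library changed the count of 0, and one fit over all 20 groups gave 17 genes.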

The minimum differences (only 20 genes) between the two types of NT embryos were detected in the blastula stage (Additional file 4: Figure S2A). Therefore, based on the lack of significant differences between the two types of NT embryos, SCNT should have the ability to reprogram different donor cells to the same status. However, reprogramming to the same status does not represent the normal developmental status. More than 3000 genes were differentially expressed between NT groups and the in vivo group. Therefore, the transcriptional defects observed in NT embryos did not depend on the type of donor cells.

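In blastulas the changes of NTC and NTM against in vivo correlated at 0.92 across genes, which are not independent replicates. Simulations of unchanged NT groups sharing the in vivo libraries gave 0.50. They draw each gene separately and hold no technical difference common to the in vivo libraries. Incomplete capture in in vivo blastulas, which stays open, could raise the correlation as well. None of the genes called in both groups went in opposite directions (0). The paper reasons that NTC and NTM blastulas differ least from each other while both differ from in vivo blastulas, and concludes that the transcriptional defects did not depend on the donor cell type.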

According to the heatmap of all the 60 samples (Fig. 2d), the transcriptional patterns in donor cells (CCs and MEFs) was distinct from the various embryos. This finding is consistent with the PCA results. 

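The 3 CC libraries correlated with each other at 0.737 to 0.777 and the 3 MEF libraries at 0.831 to 0.855 (Pearson, across genes, which are not independent replicates). For both donor cells the nearest group was the other donor cell, at a mean of 0.655.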

According to the hierarchical clustering analysis (Fig. 2d), pronuclear and 2-cell stage in vivo and NT embryos exhibited similar differences in transcription and clustered together. 

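Among the early embryos, in vivo 1-cell embryos were nearest to NTC 1-cell embryos (mean Pearson correlation 0.860), and NTC and NTM 1-cell embryos were nearest to each other (0.884). In vivo 2-cell embryos were nearest to NTC 1-cell embryos (0.833) and NTM 2-cell embryos to NTC 2-cell embryos (0.811).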

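In vivo 4-cell libraries correlated with each other at 0.944 to 0.958 but with their nearest group, NTC morulas, at 0.746 only. In vivo blastulas correlated less with each other (0.710 to 0.718) than with NTC blastulas (0.738). NTC and NTM blastulas were nearest to each other, at 0.912.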

The embryos in 4-cell, 8-cell, morula and blastula stages were clustered together on the other side. Thus, significant changes in transcription occurred between the 2-cell and 4-cell stages.54 embryonic samples were used for weighted gene co-expression network analysis. Gene clustering is performed based on the software WGCNA and the correlation between the two genes. 60 modules with the same expression pattern were marked with different color markers (Additional file 5: Figure S5A). By calculating the correlation between these modules and embryonic characteristics, the influence relationship between modules and embryonic characteristics were obtained (Additional file 5: Figure S5B). Eigengene adjacency heatmap were used to cluster modules with embryonic characteristics, where the redder the color, the greater the correlation between the two (Additional file 5: Figure S5C). Five modules are strongly correlated with developmental stage. Three of them are positively correlated: Lightcyan (*r* = 0.8, *P* = 4E-12), Sienna3 (*r* = 0.7, *P* = 8E-8), Coral1 (*r* = 0.5, P = 8E-5). Two of them are negative correlation: Turquoise (*r* = − 0.8, P = 4E-16), Darkseagreen4 (*r* = − 0.6, *P* = 1E-5). What is particularly noteworthy is that no one module is strongly correlated with the type of donor cells. 

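Modules of coexpressed genes were not rebuilt here. Over 12595 genes in the 54 embryo libraries, stage accounted for 61.6% of the variance, the interaction of stage and embryo type for 12.7% and replicates for 21.4%. Embryo type accounted for 4.24%, divided into 2.89% between NT and in vivo and 1.35% between NTC and NTM. A pseudocount of 0.1 moved these shares most, to 57.3% for stage and 1.61% for NTC against NTM. The paper reports no module with a strong correlation with donor cell type.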

The genes of Lightcyan, Sienna3 and Turquoise were analyzed by the GO method (Additional file 5: Figure S5D). The other two modules unable to analyze by the GO method for the insufficient genes. According to the GO analysis, most significant terms is belong to cellular component (CC) group. Cell cycle (GO: 0007049) and cell division (GO: 0051301) are the most significant terms of biological process group in the negative correlation modules. 

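A hand list of 83 cell cycle genes (among them Ccnb1, Cdk1, Cdc20, Bub1 and Mcm2) had a score in vivo of 0.26 ± 0.58 at the 1-cell and 1.10 ± 0.18 at the 4-cell stage, and of -0.77 ± 0.18 in blastulas (mean ± SD, n = 3). In NTC embryos the score went from 0.57 ± 0.05 at the 1-cell stage to -0.05 ± 0.27 in blastulas, and in NTM embryos from 0.41 ± 0.06 to -0.03 ± 0.55.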

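The score of 100 genes of ribosomal proteins rose in vivo from -2.42 ± 0.04 at the 1-cell to 2.64 ± 0.05 at the 4-cell stage and was 1.55 ± 0.26 in blastulas (mean ± SD, n = 3). At the 4-cell stage NT embryos were lower than in vivo by 2.08 (-2.08, exact permutation p = 0.0119, adjusted over 15 lists and 6 stages 0.0670), with -2.20 to -2.0003 when 1 replicate was left out. Adjusted over the list alone, 61 of 95 tested genes were lower in NTC and 57 of 94 in NTM embryos, and 61 and 55 adjusted over all genes.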

Additional enrichment analysis in Sienna3 module shows that ribosome related term is the most significant group (Enrichment Score 10.87, detail in Additional file 5: Figure S5E). All these WGCNA data suggest that the NT embryos is similar to the in vivo embryos during development. NT embryos produced by different donor cells showed little difference.

### A deficiency in translation initiation is the main defect in 1–2 cell NT embryos

The transcription of certain genes was altered during the 1–2 cell stage (minor ZGA), as shown in Fig. 3. Specific differences in each group are shown in a volcano plot (Fig. 3a). We generated a heatmap of the genes that were significantly up-regulated or down-regulated, as shown in Fig. 3b. 

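From the 1-cell to the 2-cell stage 0 of 10854 genes were differentially expressed in vivo, and 385 up-regulated and 230 down-regulated genes had an unadjusted p under 0.05. NTC embryos had 540 up-regulated and 1066 down-regulated genes, and NTM embryos 297 and 729. In vivo 600 genes were called with one fit over all 20 groups, and in NTC embryos 931 with no filter on low values. The NT counts fell to 508 without NTC 1-cell replicate 3 and to 185 without NTM 1-cell replicate 3, while in vivo 9 genes were called without in vivo 2-cell replicate 1. Median-ratio scaling raised the up-regulated share from 33.6% to 45.9% (NTC) and from 28.9% to 45.5% (NTM).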

Of the 704 genes that were up-regulated in the in vivo group, only 169 genes were up-regulated in both NT groups. 

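Of 382 genes up-regulated in vivo at an unadjusted p under 0.05 and a log2 fold change of at least 1, a looser limit chosen after the adjusted test had given none, 61 (16.0%) fell in both NT groups, 112 fell in one and 142 rose in both. The interaction term in limma found 3 genes whose change differed between NTC and in vivo embryos (more positive in NTC for Fam43a and Rpp25, more negative for Ifit1bl2, all chosen after their values were seen) and 23 for NTM, and leaving a replicate out of every group gave 0 for NTC and at most 4 for NTM. The 339 genes that the study lists all had a higher mean in vivo at the 2-cell stage, and 67 had a lower mean in both NT groups, 116 in NTC and 153 in NTM. Of the 339, 157 were listed at 0 in all 3 in vivo 1-cell libraries, and 289 were higher in NTC and 254 in NTM than in in vivo 1-cell embryos. Adjusted over the list alone 12 rose in vivo, and over all genes 0, in libraries from which the list itself was drawn.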

More importantly, nearly half of these genes (339 genes, Additional file 6: Table S1) were down-regulated in both NT groups. A discussion of the in-depth analysis of the 339 genes is provided below. Of the 1,552 genes that were down-regulated in the in vivo group, only 8 genes (0.5%) were also down-regulated in the two NT groups. 

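Of 230 genes down-regulated in vivo at an unadjusted p under 0.05, 140 (60.9%) also fell in both NT groups and 18 rose in both. With one fit over all 20 groups 222 genes were down-regulated in vivo at an adjusted p under 0.05, and 96 of them (43.2%) fell in both NT groups by sign.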

Most down-regulated genes exhibited a completely different pattern in the two NT embryos, which may be due to the different nuclear sources of these embryos. CCs, MEFs and zygotes likely silence different genes during this period. Are these differences due to reprogramming or a poor NT procedure? We compared our data with the existing dataset GSE70608 [13]. According to the PCA analysis (Fig. 3c) and correlation analysis (Fig. 3d), our 2-cell samples exhibited good consistency and can be considered perfectly reprogrammed samples.

**Fig. 3:**
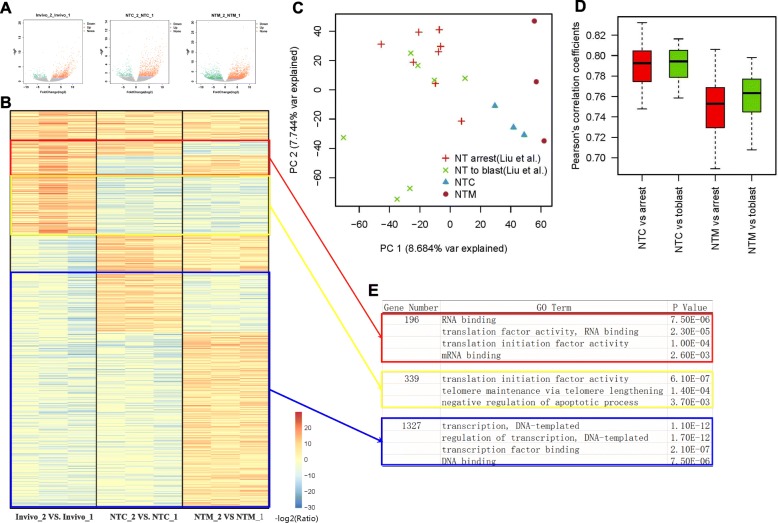
Analyses of differentially expressed genes in 1–2 cell stage embryos. **a** Volcano plot of 1–2 cell stage embryos. Green dots indicate down-regulated genes in the 2-cell stage compared with the 1-cell stage, red dots indicates up-regulated genes in the 2-cell stage compared with the 1-cell stage, and gray dots indicates genes that did not display a difference in transcription between the 2-cell and 1-cell stages. Every plots' Ensembl genes ID were listed in Additional file 7: Table S2. **b** Heatmap of all up-regulated genes (red dots) and down-regulated genes (green dots) shown in (**a**). Blue indicates lower expression and red indicates higher expression. Three clustered genes were selected with square. Clustered genes in the red square were expressed at higher levels in the in vivo group but displayed higher expression in only one of the NT groups. Clusters displaying similar changes are depicted by the yellow square and blue square. **c** PCA analysis of our data compared to GSE70608 in 2-cell NT embryos. Red crisscross (NT arrest): 2-cell embryos are developmentally arrested in the 2-cell stage (GSE70608). Green multiplication sign (NT to blast): 2-cell embryos develop to the blastula stage (GSE70608). Blue triangle: Our 2-cell NTC embryos. Purple circle: Our 2-cell NTM embryos. **d** Correlation analysis of our data compared to GSE70608 in 2-cell NT embryos. **e** GO analyses of clustered genes selected as described in (**b**)

Gene ontology (GO) analyses of these genes are shown in Fig. 3c. 

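Eif1ad (chromosome 19, 5366741 to 5371526) was at 0.640 ± 0.526 RPKM in vivo, 7.88 ± 3.41 in NTC and 12.3 ± 1.56 in NTM 1-cell embryos, and at 5.43 ± 5.34, 19.2 ± 10.4 and 17.2 ± 21.6 in 2-cell embryos (mean ± SD, n = 3). Eif3j2 (chromosome 18, 43475418 to 43477796) went from 0.0960 ± 0.0369 to 1.71 ± 1.89 in vivo, from 5.25 ± 1.53 to 6.63 ± 0.571 in NTC and from 5.99 ± 1.81 to 5.34 ± 3.37 in NTM embryos, and Eif1ax (chromosome X, 159372178 to 159389928) from 17.5 ± 2.29 to 54.0 ± 54.1, from 60.9 ± 7.66 to 31.6 ± 4.29 and from 39.2 ± 17.7 to 18.5 ± 5.57. At the 1-cell stage the NT levels were above in vivo by 2.41 and 3.08 log2 for Eif1ad (NTC and NTM, limma, adjusted p = 0.067 and 0.031), 2.48 and 2.64 for Eif3j2 (0.040 and 0.049) and 1.74 and 1.04 for Eif1ax (0.045 and 0.30). At the 2-cell stage they differed by 1.92 and 1.07 (Eif1ad), 1.72 and 1.33 (Eif3j2) and -0.14 and -0.92 (Eif1ax), with adjusted p of 0.50 or more in each case (lowest 0.50). With one fit over all 20 groups the Eif3j2 difference in NTC 2-cell embryos gained a call. Without in vivo 2-cell replicate 2 the Eif1ax difference in NTC embryos changed sign, to 0.71.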

Three hundred thirty-nine oppositely regulated genes were enriched in the translation initiation factor activity term (GO: 0003743), including well-known genes, such as Eif1ad, Eif3j2, and Eif1ax. According to a SMART term analysis, the protein domain that is most frequently observed in these genes is the eukaryotic translation initiation factor A (eIF-4C) (*P* = 1.6E-3). EIF-1A is a protein required for the maximal rate of protein biosynthesis. EIF-1A enhances ribosome dissociation into subunits and stabilizes the binding of the initiator Met-tRNA to the 40S ribosomal subunits [30]. 

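Nanog (chromosome 6, 122707489 to 122714633) was listed at 0 in all 1-cell libraries and in all NTC and NTM 2-cell libraries, and in vivo it was above 0 in 1 of the 3 2-cell libraries (1.57 RPKM). Rasl11a (chromosome 5, 146845071 to 146847726) was at 4.86 ± 5.80 RPKM in in vivo and 5.10 ± 8.52 in NTC 2-cell embryos (mean ± SD, n = 3) and listed at 0 in the 3 NTM 2-cell libraries. Its NTC mean comes from replicate 1 (14.9 RPKM), with 0.209 and 0.157 in the others, and in vivo replicate 2 was at 0.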

According to an INTACT analysis, these genes interact with upstream binding transcription factors, such as RNA polymerase I, Nanog and Rasl11a. The 339 oppositely regulated genes in both NT groups were strongly correlated with translation initiation. 

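The score of 45 translation initiation genes was 0.44 higher in NT than in in vivo embryos at the 1-cell stage (exact permutation p = 0.0119) and 0.08 higher at the 2-cell stage (p = 0.857), where NTC embryos were 0.34 above and NTM embryos -0.19 from the in vivo mean. Leaving replicate 3 out of every group changed the 2-cell difference to -0.01. From the 1-cell to the 2-cell stage 0 genes rose and 1 fell in vivo (of 41, adjusted over the list alone), against 4 and 8 in NTC and 2 and 9 in NTM embryos, and over all genes none (0) in vivo, 4 and 5 in NTC and 2 and 4 in NTM. From the genes that rise in vivo but fall in NT embryos the paper concludes that translation initiation is affected.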

The lack of translation initiation activity may result in a deficiency in key factors needed during the main ZGA period, leading to additional deficiencies during NT embryo development.

### A lack of RNA processing and modification procedures are the main defects in 2–4 cell NT embryos

We compared our data with the existing dataset GSE70608 to determine the quality of the data obtained from the NT 4-cell embryos [13]. As shown in Fig. 4a, our samples correlated with each other and more closely resembled the samples that developed to blastulas. We also performed a correlation analysis (Fig. 4b). The correlation coefficient of our samples VS. NT to blast samples was greater than the arrested samples. Thus, our 4-cell samples displayed good consistency and can be considered perfectly reprogrammed samples.

**Fig. 4:**
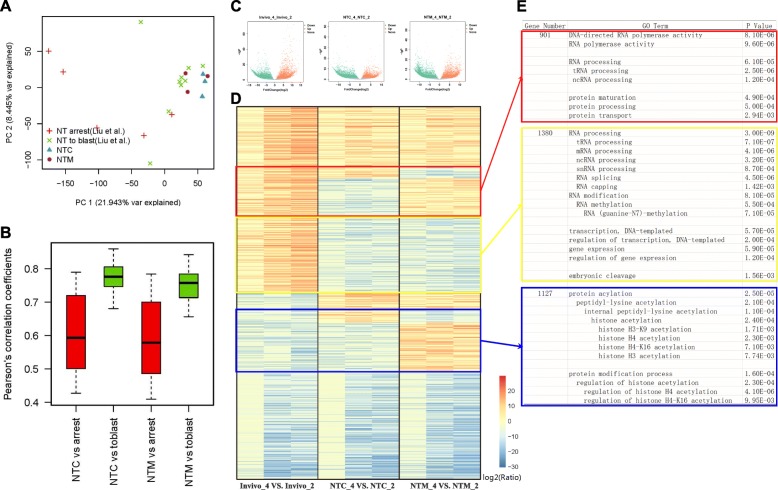
Analyses of differentially expressed genes in 2–4 cell stage embryos. **a** PCA analysis of our data compared to GSE70608 in 4-cell NT embryos. Red crisscross (NT arrest): 4-cell embryos are developmentally arrested in the 4-cell stage (GSE70608). Green multiplication sign (NT to blast): 4-cell embryos develop to the blastula stage (GSE70608). Blue triangle: Our 4-cell NTC embryos. Purple circle: Our 4-cell NTM embryos. **b** Correlation analysis of our data compared to GSE70608 in 4-cell NT embryos. **c** Volcano plot of 2–4 cell stage embryos. Green dots indicate down-regulated genes in the 4-cell stage compared with the 2-cell stage, red dots indicate up-regulated genes in the 4-cell stage compared with the 2-cell stage, and gray dots indicate genes that did not display differences in transcription between the 4-cell and 2-cell stages. Every plots' Ensembl genes ID were listed in Additional file 7: Table S2. **d** Heatmap of all up-regulated genes (red dots) and down-regulated genes (green dots) shown in (**a**). Blue indicates lower expression, and red indicates higher expression. Three clustered genes were selected with a square. The meanings of the clusters are explained in Fig. 3. **e** GO analyses of clustered genes selected as described in (**b**)

During the major ZGA period, embryos must complete the activation of most zygote genes and gradually replace the maternal factors with the zygotic genes. An overview of the differentially expressed genes in each group is shown in a volcano plot (Fig. 4c). A heatmap was constructed with the genes displaying significant differences in expression, as shown in Fig. 4c. According to Fig. 4d, among the 3385 up-regulated genes in the in vivo group, approximately 1/3 (1104) of the genes in both the NT groups were transcribed correctly (Fig. 4d). 

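Of the genes up-regulated in vivo from the 2-cell to the 4-cell stage, 2631 (64.5%) rose in both NT groups and 938 were also called up-regulated in both.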

The proportion of correctly transcribed genes was higher than during the 1–2 cell stage (*P* < 0.05). In both NT groups, 1380 genes (1/3) were oppositely regulated, a value that was also less than the 1–2 cell period (1/2) (P < 0.05). 

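Opposite in both NT groups by sign were 215 (5.27%) of the genes up-regulated in vivo between the 2-cell and the 4-cell stage, and 10 were called down-regulated in both. Among all 12995 genes tested 33.9% fell in both NT groups. Leaving 1 replicate out of every group gave 131 to 170 genes, 131 without replicate 1.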

In summary, the differences in transcription between the NT groups and the in vivo group were significantly reduced during the 2–4 cell period, which was characterized by significantly fewer differences in transcription than the 1–2 cell period. Moreover, the differences in transcription between the NTC group and NTM group at this stage were significantly less than those observed during the 1–2 cell period.

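At an unadjusted p under 0.05 the share of in vivo up-regulated genes that fell in both NT groups was 5.84% between the 2-cell and the 4-cell stage (261 of 4469), lower than between the 1-cell and the 2-cell stage. No test was made of the difference between these shares. The paper concludes from the lower share that the differences between NT and in vivo embryos were reduced at this step.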

The GO analysis of these differentially expressed genes is shown in Fig. 4e. In both NT groups, 1380 genes were oppositely regulated. The most enriched GO terms are related to RNA processing and modification. The lack of these processes causes problems in many correlated terms, such as gene transcriptional expression terms and embryo cleavage term. According to a Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis of these 1380 genes, the spliceosome pathway (Additional file 8: Figure S3) showed remarkable abnormalities. During mRNA precursor splicing, introns are excised, and exons are joined by the spliceosome. The standard spliceosome consists of five small nuclear ribonucleoproteins, namely, U1, U2, U4, U5, and U6 snRNPs, and several spliceosome-associated proteins. All five snRNP genes exhibited serious errors during transcription in the NT groups (Additional file 8: Figure S3), potentially resulting in serious errors during the assembly of the mRNA precursor.

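The score of 44 snRNP and spliceosome genes (among them Snrpa, Snrpd1, Sf3b1, Prpf8 and Lsm2) was 2.34 ± 0.02 in in vivo, 0.28 ± 0.09 in NTC and 0.27 ± 0.14 in NTM 4-cell embryos (mean ± SD, n = 3). The difference was -2.07 (exact permutation p = 0.0119, adjusted over 15 lists and 6 stages 0.0670). Lower than in vivo, adjusted over the list alone, were 30 of 42 genes in NTC and 25 of 42 in NTM embryos, and over all genes 27 and 23. From the 2-cell to the 4-cell stage 36 genes rose in vivo, 11 in NTC and 9 in NTM embryos (list alone), and 35, 11 and 9 over all genes. At the 8-cell stage the difference was -0.14 (exact p = 0.321).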

In addition to the oppositely regulated genes in both NT groups, many oppositely regulated genes were present in one NT group (Fig. 4d). Among the up-regulated genes in the in vivo group, 901 oppositely regulated genes were observed in one NT group. Most of these 901 genes were clustered in the GO terms RNA polymerase activity, RNA processing and protein processing (Fig. 4e). 

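Of the genes up-regulated in vivo between the 2-cell and the 4-cell stage, 393 (9.64%) fell in one NT group and not in the other, and 32 were called down-regulated in one.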

During the main ZGA period, numerous zygotic genes must be transcribed by RNA polymerase and mRNAs must be processed. The proteins translated during the minor ZGA period also require substantial protein processing to form mature proteins. According to our results, these processes were enhanced in the in vivo group but were lost in the NTC and NTM groups. 

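Among the genes down-regulated in vivo from the 2-cell to the 4-cell stage, 190 (7.02%) rose in one NT group and 92 (3.40%) in both, and 2242 (82.9%) fell in both.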

Among the down-regulated genes in the in vivo group, 1127 oppositely regulated genes were observed in the single NT group. These genes were mainly clustered in histone acetylation and its regulatory GO terms (Fig. 4e). Recently, many histone modifications have been identified as reprogramming barriers, including H3K9me3, H3K4me3, and H3K27me3. According to our results, the in vivo embryos exhibited reduced acetylation at many histone sites during the 2–4 cell period, but the NT embryos did not display reduced acetylation. 

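A hand list of 50 histone acetylation genes (among them Kat8, Msl1, Kansl1, Kat5 and Ep300) had a score of 0.24 ± 0.36 in in vivo 2-cell and 0.78 ± 0.06 in in vivo 4-cell embryos (mean ± SD, n = 3), against 0.37 ± 0.21 and 0.22 ± 0.16 in NTC and -0.01 ± 0.44 and 0.05 ± 0.53 in NTM embryos. At the 4-cell stage NT embryos were at -0.64 from in vivo (exact permutation p = 0.0357, adjusted 0.111), and without replicate 3 of every group at -0.85. In vivo 16 of 49 genes rose and 9 fell between these stages, in NTC embryos 8 and 8 of 48 and in NTM embryos 7 and 6 of 48, the same numbers over the list alone and over all genes. The paper reasons from such genes that in vivo embryos reduce histone acetylation at this step and NT embryos do not.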

The acetylation of histone H3 or H4 may also be a potential reprogramming barrier according to the GO analysis.

Overall, we concluded that in vivo embryos exhibit enhanced RNA transcription and processing activities, an enhanced protein processing capacity, reduced histone acetylation, and enhanced post-translational modifications to generate greater numbers of correct mature RNAs and proteins for a proper ZGA in mouse embryos. However, NT embryos have not properly regulated these abilities, particularly the RNA processing and RNA modification activities. These defects may be among the most important explanations for the poor developmental ability of NT embryos.

### The kinase activity required for protein phosphorylation is not properly reduced during the NT morula-blastula stage, causing abnormally high gene transcription in blastulas

Based on the analysis shown in Fig. 2b, we posed the following question: Are these different transcription patterns in the NT blastulas caused by transcription defects during the morula-blastula stage? We constructed a Venn diagram, as shown in Fig. 5a. 

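Of the 39 genes down-regulated in vivo from morula to blastula, 25 were not called down-regulated in NTC embryos, and 17 of these (68.0%) were higher in NTC than in in vivo blastulas. The in vivo blastulas enter both conditions, so a gene with a low value there by chance meets both more readily. This count moved most with one fit over all 20 groups, to 652 of 1145 genes (56.9%).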

Among the 2396 genes that had not been properly down-regulated during the development of morula-stage NTC embryos to the blastula stage, 1434 (59.85%) genes maintained an abnormally high transcription level in the NTC blastula. Among the 2385 genes that had not been properly down-regulated during the development of morula-stage NTM embryos to the blastula stage, 1441 (60.42%) genes maintained abnormally high transcription levels in the NTM blastula. 

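In NTM embryos 35 of the 39 genes were not called down-regulated, and 5 of these (14.3%) were higher in NTM than in in vivo blastulas. With one fit over all 20 groups it was 678 of 1166 genes (58.1%). By sign alone, 37 of the 39 (94.9%) were higher in both NT blastulas.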

One thousand three hundred of these genes (1434 and 1441) were identical. These 1300 genes (listed in Additional file 6: Table S1) accounted for 58.58% of all genes displaying abnormally high transcription (2219) in both NT blastocysts. 

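Of the 48 genes that were higher in both NT blastulas, 10.4% met these conditions in both NT groups. One fit over all 20 groups gave 575 of 1450 genes (39.7%), and limits at an unadjusted p under 0.05 gave 551 of 1669 (33.0%). Leaving any replicate out of every group left 0 genes.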

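The 1300 genes that the study lists all had a lower mean in in vivo blastulas than in in vivo morulas and than in both NT blastulas. Of these, 465 were listed at 0 in all 3 in vivo blastula libraries, 612 in 1 or 2 of them and 223 in none. Higher than in vivo were 492 in NTC and 34 in NTM blastulas adjusted over all genes, and 893 and 853 over the list alone, and 22 (list alone 246) fell from morula to blastula in vivo. The list was drawn from the same libraries, so these counts are no independent evidence for it.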

In conclusion, most genes that exhibited abnormally high transcription in both NT blastula-stage embryos are due to defective down-regulation during development of the morula to the blastula.

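To avoid the shared in vivo blastulas, a fall of 1 log2 or more from the morula was taken from 1 or 2 of the in vivo blastula libraries and the comparison with NT blastulas from the others by sign, without a test. Of the genes that fell, 71.0% to 76.2% were higher in both NT blastulas over 6 such divisions, against 60.5% to 64.3% of all genes, and against 91.5% to 93.6% with the same libraries on both sides. A loss common to all in vivo blastula libraries, such as incomplete capture, stays in both parts. The genes were not matched on level: 69.5% to 78.3% were higher in NTC or NTM at a morula mean of 0.5 to 50 RPKM. At 50 RPKM or more it was 58.4% and 59.4%. The excess may follow from level and capture. The paper reasons that genes down-regulated in vivo but still high in NT blastulas were not silenced after the morula, and concludes that this step accounts for much of the abnormal expression in NT blastulas.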

**Fig. 5:**
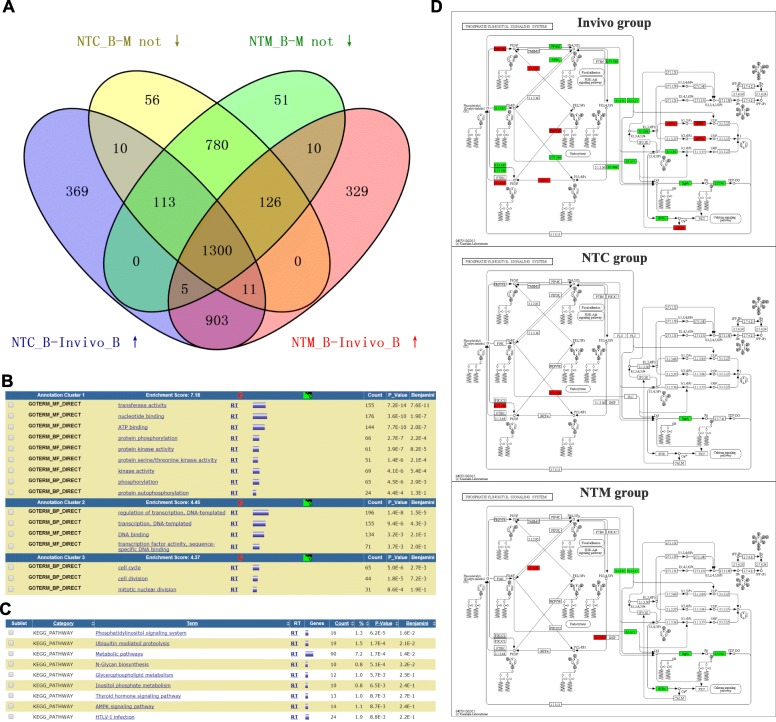
Analyses of differentially expressed genes in morula-blastula-stage embryos. **a** Venn diagram showing four groups of genes: yellow, genes that were not down-regulated in the NTC group compared to the in vivo group during the morula-blastula period; green, genes that were not down-regulated in the NTM group compared to the in vivo group during the morula-blastula period; blue, genes expressed at higher levels in the NTC blastula than in the in vivo blastula; and red, genes expressed at higher levels in the NTM blastula than in the in vivo blastula. **b** GO analyses of 1300 key genes selected as described in A. **c** KEGG analyses of 1300 key genes selected as described in (**a**). **d** Detailed description of the differences in the phosphatidylinositol signaling pathway. Red indicates up-regulated transcription when the morula developed to the blastula in each group, whereas blue indicates down-regulated transcription

We performed a GO enrichment analysis to further study the functions of these 1300 genes. According to the enrichment analysis, 73 clusters were identified. In the main cluster, 276 genes were enriched in 9 GO terms (Fig. 5b). These GO terms were related to kinase activity during the protein phosphorylation process. These proteins include Tgfbr1, which physically interacts with 8 proteins (Additional file 9: Figure S4A) that are related to embryonic growth retardation and embryonic lethality during organogenesis [31], and kif3a, which physically interacts with Kif3bK, if3c and Tnks to induce abnormal embryonic development [32]. 

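In in vivo blastulas Kif3b, Kif3c and Tnks were listed at 0 in all 3 libraries, and Tgfbr1 and Kif3a were above 0 in 1 library each (0.0267 and 0.0178 RPKM). NTC and NTM blastulas had 0.604 ± 0.230 and 0.947 ± 0.780 RPKM of Tgfbr1 (chromosome 4, 47353222 to 47414931), 4.69 ± 2.71 and 1.17 ± 0.867 of Kif3a (chromosome 11, 53567379 to 53601967) and 0.583 ± 0.723 and 2.03 ± 0.300 of Kif3b (chromosome 2, 153291413 to 153333390), as mean ± SD (n = 3). Kif3c (chromosome 12, 3365132 to 3406494) was at 2.16 ± 1.77 and 0.849 ± 0.764 and Tnks (chromosome 8, 34826460 to 34965690) at 0.284 ± 0.123 and 1.30 ± 0.466. Kif3a was higher in NTC blastulas (limma, adjusted p = 0.043), a call lost in 5 of 6 fits without 1 library (all but that without NTC blastula replicate 1), with no filter on low values and with a replicate block, and in NTM its adjusted p was 0.19. Kif3c in NTC (adjusted p = 0.098), and Kif3b (0.062) and Tnks (0.10) in NTM, passed the expression filter and fell short of the limit, and Tgfbr1 did not pass it.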

In the second enriched cluster, 247 genes were associated with 4 GO terms. These terms were associated with transcription factor activity in the DNA binding term. The protein-protein interactions of these genes were analyzed (Additional file 9: Figure S4B). Nine proteins interacted with 4 to 18 separate proteins (*P* < 0.01). 

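Tfcp2l1 (chromosome 1, 118627945 to 118685168) was at 6.26 ± 1.95 RPKM in in vivo, 9.90 ± 4.07 in NTC and 12.6 ± 3.62 in NTM blastulas (mean ± SD, n = 3), 0.54 and 0.91 log2 higher in NT (limma, adjusted p = 0.61 and 0.43). Pou5f1 (chromosome 17, 35506018 to 35510772) was at 2.10 ± 1.74, 5.12 ± 0.941 and 5.20 ± 1.75 RPKM (adjusted p = 0.31 and 0.36).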

The most significantly enriched protein was the transcription factor CP2-like 1 (Tfcp2l1), which is an Oct4-interacting protein [33]. Tfcp2l1 not only induces the reprogramming of the primed state of pluripotent ESCs into the naive state but is also sufficient to maintain the naive pluripotent state in ESCs [34]. One hundred thirteen relationships were observed among Tfcp2l1-, Oct4- and Oct20-related genes (Additional file 9: Figure S4C). Two of these 20 genes are included in the 1300 genes. One of these genes, i.e., calcineurin binding protein 1 (Cabin1), also belongs to the enzyme regulator GO term. 

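Cabin1 (chromosome 10, 75646112 to 75764341) was listed at 0 in the 3 in vivo blastula libraries and was at 0.502 ± 0.555 RPKM in NTC and 0.625 ± 0.527 in NTM blastulas (mean ± SD, n = 3). Its mean over the libraries of each comparison lay under the limit of 0.5 RPKM, so the difference was not tested.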

The knockout of Cabin1 results in embryonic lethality during organogenesis [35]. In the third enriched cluster, 67 genes were associated with 3 GO terms. These terms are associated with the cell cycle and cell division. These genes influence the cell cycle signaling pathway (*P* = 3.5E-7). Among these 67 genes, 8 of the encoded proteins interacted with S_TKc, the catalytic domain of serine/threonine protein kinases.

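Blastula scores of the cell cycle list were 0.73 higher in NT than in vivo (exact permutation p = 0.0476, adjusted 0.130), with 0.60 to 0.89 when 1 replicate was left out. Adjusted over the list alone, 6 of 76 genes were higher in NTC and 3 of 77 in NTM blastulas and 0 were lower, and over all genes 6 and 1. The median gene of the list was 0.77 log2 higher in both groups, close to the shift of all genes in these blastulas.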

We performed a KEGG enrichment analysis of these genes to further investigate the mechanisms by which these 1300 genes perform their functions. The results are shown in Fig. 5c. Nine signaling pathways were significantly affected by these genes. Most pathways were related to phospholipid metabolism, such as the phosphatidylinositol signaling system (*P* = 6.2E-5, Fig. 5d) and inositol phosphate metabolism (*P* = 6.5E-3). These results are consistent with the results from our GO analysis, further confirming that these genes mainly utilize the phospholipid signaling pathway to affect the activity of kinases required for protein phosphorylation.

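A hand list of 90 genes of phosphatidylinositol signaling had a score 0.44 higher in NT than in in vivo blastulas (exact permutation p = 0.0357), and 0.37 to 0.49 when 1 replicate was left out. Over the list alone 6 of 56 genes were higher and 1 lower in NTC, and 7 of 55 higher and 1 lower in NTM blastulas, and over all genes 4 and 1 in NTC and 0 in NTM.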

### Two thousand three constant genes in donor cells are not reprogrammed during the development of NT embryos

The memory of the somatic cell identities inhibits the reprogramming and development of NT embryos. RNA-seq detected 14405 genes in the CCs and 15379 genes in the MEFs. 

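In CCs 14405 genes had an RPKM above 0 in at least 1 library and in MEFs 15379. With a limit of 1 RPKM the numbers were 10221 and 11348.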

After nuclear reprogramming, some genes were up-regulated or down-regulated at different stages of NT embryonic development. In each stage, many genes did not display changes in transcription (gray dot in Fig. 6a). A Venn diagram of these genes was constructed for each group (Fig. 6b). 

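Among genes with a donor mean of at least 1 RPKM, 4371 of 9360 in CCs were not differentially expressed between the donor cells and NTC embryos at any stage, and 3285 of 10207 between MEFs and NTM embryos. These are genes without a call rather than genes shown to be equal, since 781 in MEFs and 806 in CCs had a log2 fold change under 1 in size at all 6 stages. With every gene above 0 in the donor cells counted, an alternative chosen after the data had been seen, 7300 (CCs) and 6760 (MEFs) were not differentially expressed. The median donor level of the constant genes was 4.77 RPKM in CCs and 3.02 in MEFs.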

According to an analysis of the Venn diagram, 5789 (CCs) and 5210 (MEFs) genes did not display changes in transcription at each embryonic stage (Fig. 6c). These genes were designated constant genes. Of these constant genes, 2003 genes (listed in Additional file 6: Table S1) were the same in both CCs and MEFs (Fig. 6c). 

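Constant in both pairs of donor cell and NT embryo were 1271 genes, and 90 by the stricter limit. With a donor mean of at least 5 RPKM it was 345, and leaving replicate 2 out of every group gave 2045, where fewer libraries may have given fewer calls.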

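A hand list of 97 DNA repair genes had a score 0.67 higher in NT than in in vivo blastulas (exact permutation p = 0.0119, adjusted 0.0670), and 0.50 to 0.88 when 1 replicate was left out. This score does not test whether the genes stay constant against donor cells. Random lists matched on mean expression had a median of 0.57 (list at percentile 82.19), so a general shift could give it. Over the list alone 0 of 66 genes were higher in NTC and 9 of 69 in NTM blastulas, and over all genes 4 and 0.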

According to the GO analyses, these 2003 genes are mainly related to DNA damage repair (Fig. 6d). The 3,786 CC-specific genes were mainly enriched in the GO terms related to cell transcriptional regulation and cell division. The 3207 MEF-specific genes were mainly enriched in the GO terms MEF differentiation and development.

**Fig. 6:**
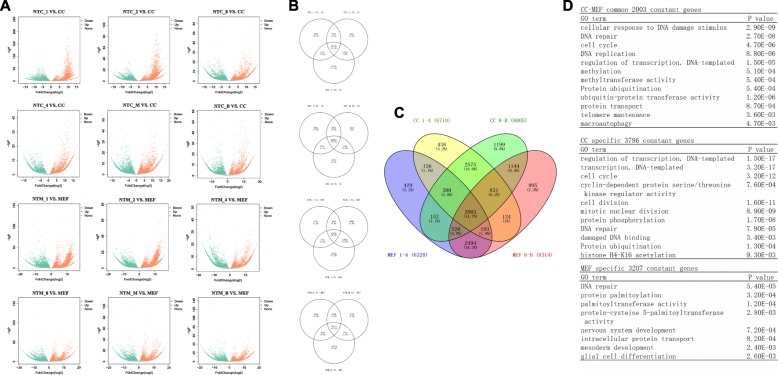
Analyses of donor cell genes that maintain constant transcript levels during embryonic development. **a** Volcano plot of NT embryos (NTC or NTM, 6 stages) VS. corresponding donor cells (CCs or MEFs). Every plots' Ensembl genes ID were listed in Additional file 7: Table S2. **b** Venn diagram of constant genes (gray dots) in the volcano plot in the same line. **c** Venn diagram of the shared constant genes from each Venn diagram shown in (**b**). **d** GO analysis of key constant genes in each group shown in (**c**)

Even in normal embryos, some genes may be expressed at constant levels; therefore, these constant genes are not necessarily barriers. In the next section, we compared the transcript levels of these constant genes in the NT embryos with the in vivo embryos during each embryonic stage to screen for potential reprogramming barrier genes.

### The 136 potential reprogramming barrier genes are mainly related to the positive regulation and production or secretion of certain factors

Three hundred ninety-nine genes were regarded as potential reprogramming barrier genes (RBGs) in CCs (Fig. 7a). 

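Of the constant genes of CCs, 999 differed between NTC and in vivo embryos at 1 stage or more, 71 at 2 or more and 0 at all 6. Of those of MEFs, 402 differed between NTM and in vivo embryos at 1 stage or more and 0 at all 6. An unadjusted p under 0.05 was reached at 3 stages or more by 300 and 89 of these genes, and at all 6 stages by 0 in both.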

Five hundred eighty-three potential RBGs were identified among the 16735 genes in MEFs. These potential RBGs were neither reprogrammed nor correctly transcribed during embryonic development. These potential RBGs must be the key genes responsible for improving the somatic reprogramming efficiency.

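The paper reasons that a gene that stays at its donor level through development and differs from in vivo embryos at every stage resists reprogramming, and proposes such genes as reprogramming barriers. The 136 genes that it lists for both donor cells had a mean RPKM under 1 in every group in 63 cases and under 0.1 in 32. None (0) passed the expression filter in a comparison of NT with in vivo embryos.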

**Fig. 7:**
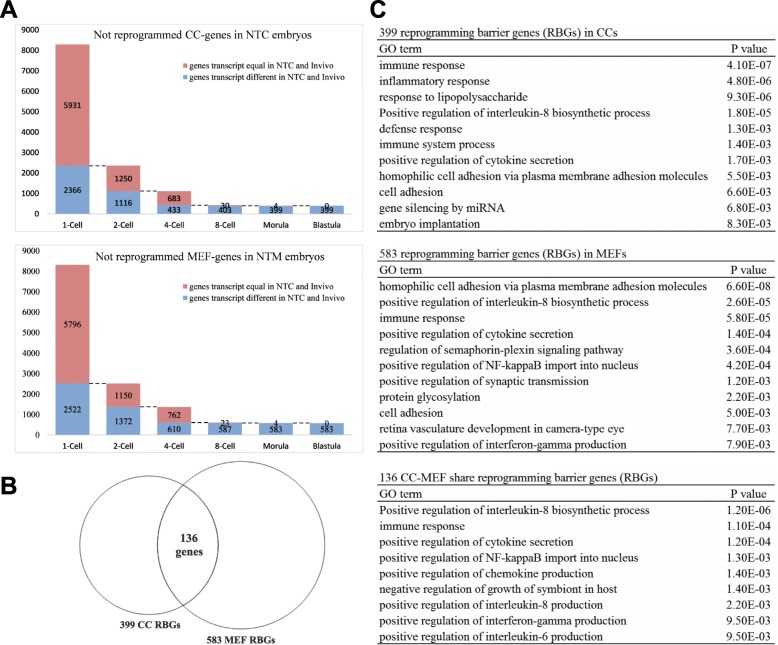
Analyses of reprogramming barrier genes (RBGs) in donor cells. **a** CC/MEF-specific genes that were not reprogrammed during NTC/NTM embryonic development. The genes analyzed in the next column were obtained from the “blue area” in the previous column. **c** Venn diagram of shared RBGs shown in (**a**). **d** GO analysis of RBGs selected from (**a** and **b**)

More than half of these potential RBGs are not present in the existing GO database, suggesting that this group of genes has not been well studied. We analyzed the annotated potential RBGs, as shown in Fig. 7. The potential RBGs in CCs were mainly enriched in the GO terms immune defense and regulating cytokines. Significant effects on genes related to miRNA silencing and embryo implantation were observed (Fig. 7c). The potential RBGs in MEFs were mainly enriched in the GO terms cell adhesion, regulating cytokines, and immune response. These genes have a significant influence on neural development and related protein expression.

Furthermore, 136 key genes (listed in Additional file 6: Table S1) were present among the 399 CCs potential RBGs and 583 MEF potential RBGs (Fig. 7b). 

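All 136 listed genes were at 0 in all 54 embryo libraries. In CCs 85 were above 0 in 1 library, 42 in 2 and 9 in 3, with a median of 6 reads over the libraries, and in MEFs 83, 44 and 9, with a median of 19.5 reads. Against the donor cells 34 (CCs) and 49 (MEFs) could be tested, all with negative changes, and 0 and at most 4 were called lower in embryos. With one fit over all 20 groups 26 (CCs) and 32 to 33 (MEFs) were called lower. In the whole table 217 genes were above 0 in CCs and in MEFs and at 0 in every embryo library, and they include the 136.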

The GO terms of these 136 genes were enriched in more specific processes (Fig. 7c), including the positive regulation of the production or secretion of interleukin, cytokines, NF-kappa B, chemokines and interferon-gamma. Therefore, the genes encoding proteins that regulate the production and secretion of various factors maybe not reprogrammed correctly. These 136 differential genes may be reprogramming barrier genes (RBGs) and more studies are needed to identify.

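By GENCODE type, 57 of the 136 genes are protein coding, 18 are of the type TEC and 17 are processed pseudogenes.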

## Discussion

In this study, we obtained the transcriptome blueprints of all stages of NTC embryos, NTM embryos and in vivo embryos using single-embryo RNA-seq technology. NT embryos exhibit translation initiation defects during the minor ZGA period and RNA processing and RNA modification defects during the major ZGA period as well as impaired activity of the protein kinases required for protein phosphorylation during blastocyst formation. The discovery of these defects in NT embryos will assist researchers developing future studies to explore the mechanism of development in NT embryos and further improve NT efficiency, thus promoting the early and broad application of the technology. In the present study, we also proposed for the first time that the barrier to somatic nuclear reprogramming includes 136 RBGs among 2003 constant genes (previously screened) that are primarily related to the positive regulation of various factors. Histone H4K16 acetylation is a potential somatic reprogramming barrier. These findings reveal candidate barriers to somatic nuclear reprogramming and provide new ideas for in-depth studies designed to explore the mechanism of nuclear reprogramming and improve the efficiency of nuclear reprogramming.

Many existing defects in NT embryos were obtained through somatic reprogramming, such as blocks to early embryonic development and an abnormal placenta. Blocks in mouse embryonic development occurred during the 2-cell stage. The major ZGA period occurs during this stage. Many proteins have been shown to play a decisive role in the ZGA [36]. Nuclear TCA proteins and metabolites are essential for the human and mouse ZGA [37]. A new reprogramming factor, i.e., BRD3R, promotes reprogramming by regulating mitosis in early embryos [38]. the ZGA requires the transcription factors Zelda (*Drosophila*) [39] and DUX (mouse) [40]. If the processing of these proteins is affected, the ZGA might be seriously disturbed and block the development of the embryo. DUX (ENSMUSG00000075046), Nanog (ENSMUSG00000012396) and some other genes exhibited abnormal transcription in the NT embryos during the minor ZGA period (listed in Additional file 6: Table S1). 

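Duxf3, the mouse Dux gene (chromosome 10, 58229979 to 58232675), was at 27.2 ± 31.2 RPKM in in vivo 2-cell embryos (mean ± SD, n = 3), with 11.4, 63.1 and 6.93 in the 3 libraries, at 0.0208 ± 0.0180 in NTC and listed at 0 in NTM 2-cell embryos. Its adjusted p was 0.13 for NTC and 0.11 for NTM (limma), and without in vivo 2-cell replicate 3 the fall in NTC passed the limits. The adjusted p ranged from 1.3e-14 to 0.56 (NTC) and from 7.6e-15 to 0.54 (NTM) over the alternative settings. Nanog was at 12.5 ± 4.77 RPKM in in vivo, 0.0658 ± 0.0771 in NTC and 1.94 ± 1.94 in NTM 4-cell embryos, lower in NTC (adjusted p = 0.00068) and in NTM (log2 fold change -2.41, adjusted p = 0.046). Leaving out single libraries gave the NTM change values from -2.91 (without NTM 4-cell replicate 1) to -1.77 (without NTM 4-cell replicate 2), and 5 of 6 such fits lost the call. The NTM call was also lost with a pseudocount of 0.1, no filter on low values, median-ratio scaling, a replicate block, thinned reads and nuclear reads only.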

Knock out models of certain genes on our list should validate more key genes. The overexpression of certain genes in NT pronuclear embryos and a subsequent examination of their effects on embryonic development is another method that should be exploited. Researchers should start with the transcription factors in the list. Our results also support the hypothesis that protein translation initiation is more critical during the minor ZGA period in mouse NT embryos. In the subsequent major ZGA period, RNA modification and processing are critical steps. Thus, improvements in translation initiation, RNA processing and RNA modification in early NT embryos may reduce the development block of early NT embryos. Placental enlargement is another common abnormality observed after mouse SCNT [41, 42]. The loss of placenta-specific gene imprinting and the down-regulation of certain genes have been observed in mice [43, 44] and cattle [45]. Trophoblast cells are the primary source of these placental defects [46, 47]. Abnormal miRNA expression in trophoblasts leads to abnormal placental development following SCNT [48]. In the present study, we observed additional abnormal transcripts during trophoblast differentiation, which provides a new strategy to further solve the problems of the SCNT-induced placental abnormality. To the best of our knowledge, this paper is the first to study the transcriptomes in mouse NT embryos at all stages using single-embryo RNA-seq. This systematic study allowed us to adequately reveal the transcriptional defects in NT embryos. In conclusion, the transcriptional defects identified in this study provide new strategies to solve the development abnormalities in the NT embryo.

The reprogramming barrier is another hot topic in recent reprogramming studies. Many epigenetic sites are considered reprogramming barriers, such as H3K9me3 [13, 29, 49–51], H3K4me2 [52], H3K4me3 [12, 13, 53, 54], H3K27me3 [49], H3K36me3 [51], DNA methylation [49, 55], and H2AK119 ubiquitination [49]. In the present study, H4K16 acetylation was postulated to be a reprogramming barrier in CC donor mouse NT embryos but not in MEF donor mouse NT embryos. Thus, even in the same species or genetic background, the reprogramming barriers in different types of somatic cells are not exactly the same. These epigenetic reprogramming barriers, in fact, regulate a group comprising multiple genes [49]. Due to the advent of single-embryo RNA-seq, a group of reprogramming barrier genes (RBGs) has been identified in *Xenopus* [49, 53] and cattle [56]. Changes in the transcription of this group of genes effectively improve the reprogramming efficiency [53, 56]. We selected 399 RBGs in CC cells and 583 RBGs in MEF cells by single-embryo RNA-seq. Of these genes, 136 identical RBGs were found in the CC RBGs and MEF RBGs, which may be more suitable representatives of mouse RBGs. Overexpression and knockdown/out are conventional methods used to discover gene function. The overexpression of kdm4d [29], kdm4b [13, 51], and kdm4a [50] alters the H3K9me3 pattern and improves the reprogramming efficiency. The overexpression of Kdm5b [13] alters the H3K4me3 pattern and also improves the reprogramming efficiency. The knockout of Dnmt1s [57] and Dnmt3l [58] in donor cells also improve the reprogramming efficiency. Thus, changes in the transcription of specific genes can improve the reprogramming efficiency [14]. In future studies, we aim to knockout certain RBG genes (listed in Additional file 6: Table S1) in CCs or MEFs, perform nuclear transfer with these somatic cells and then test the NT embryo development rate. Improvements in the NT embryonic development rate will further validate the effects of selected key RBGs and help to establish a new method for improving the efficiency of nuclear reprogramming in mice. In conclusion, we identified new potential epigenetic and transcriptional barriers in mouse somatic reprogramming and provided suggestions for several new strategies to improve the efficiency of somatic reprogramming.

## Conclusions

Altogether, our data not only provided a map of the transcriptome in all embryonic stages but also identified new transcription defects and the reprogramming barrier genes in mouse somatic cell reprogramming. Further investigations based on these results might enhance the early application of reprogramming technology in additional fields.

## Additional files

Additional file 1: Gene expression in each sample.

Additional file 2: FPKM values of every samples. All the genes' Ensembl gene ID and FPKM value of 60 samples were listed.

Additional file 3: List of different genes between NT groups and Invivo group. Two group Ensembl gene IDs were listed. One is different genes between NTC embryos and Invivo embryos. The other is different genes between NTM embryos and Invivo embryos.

Additional file 4: Analysis of transcription in NTM and NTC embryos.

Additional file 5: Ensembl gene IDs of selected cluster genes.

Additional file 6: Ensembl gene IDs of selected cluster genes. Ensembl gene IDs were listed in the four columns.

Additional file 7: Volcano plots in Fig 3-6. Ensembl gene IDs of each volcano plots in Fig 3-6 were listed.

Additional file 8: Spliceosome KEGG pathway in the in vivo, NTC and NTM groups.

Additional file 9: Analysis of specific protein-protein interactions.

# Supplementary material for: Transcriptional defects and reprogramming barriers in somatic cell nuclear reprogramming as revealed by single-embryo RNA sequencing
**Source:** BMC Genomics. 2018 Oct 10;19:734. doi: 10.1186/s12864-018-5091-1
**Supplement:** Supplementary file 4 — Analysis of transcription in NTM and NTC embryos.

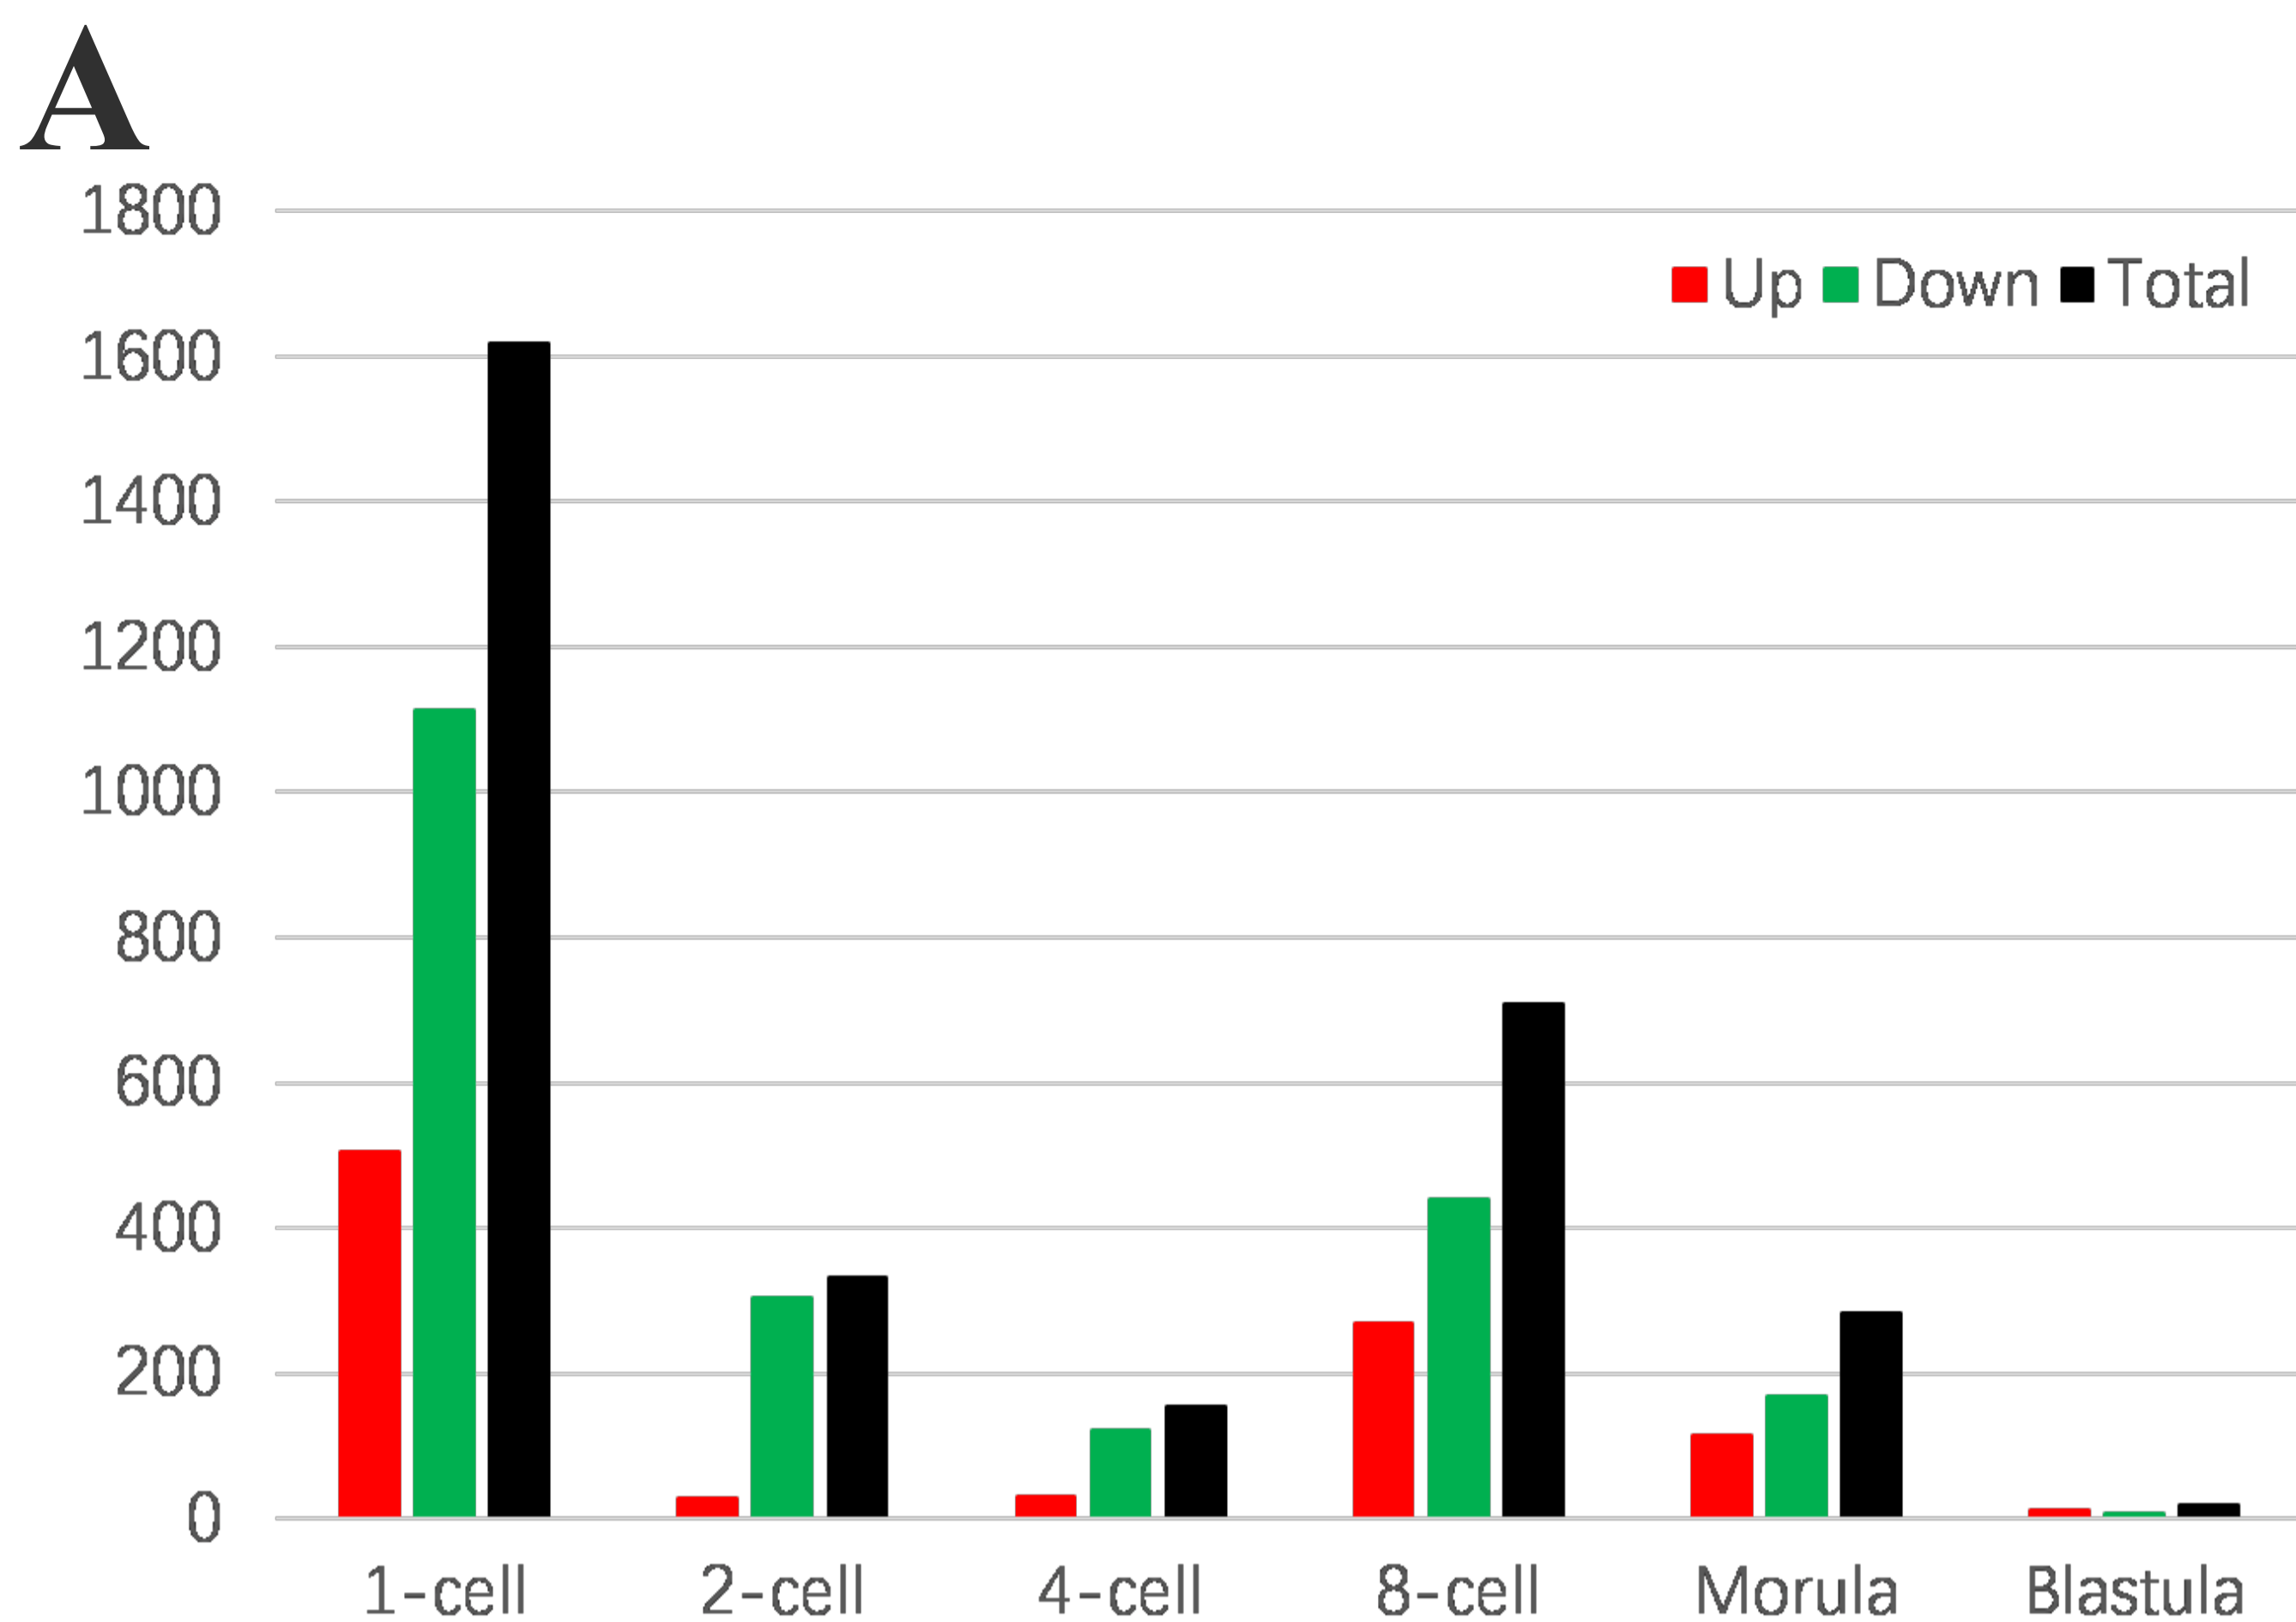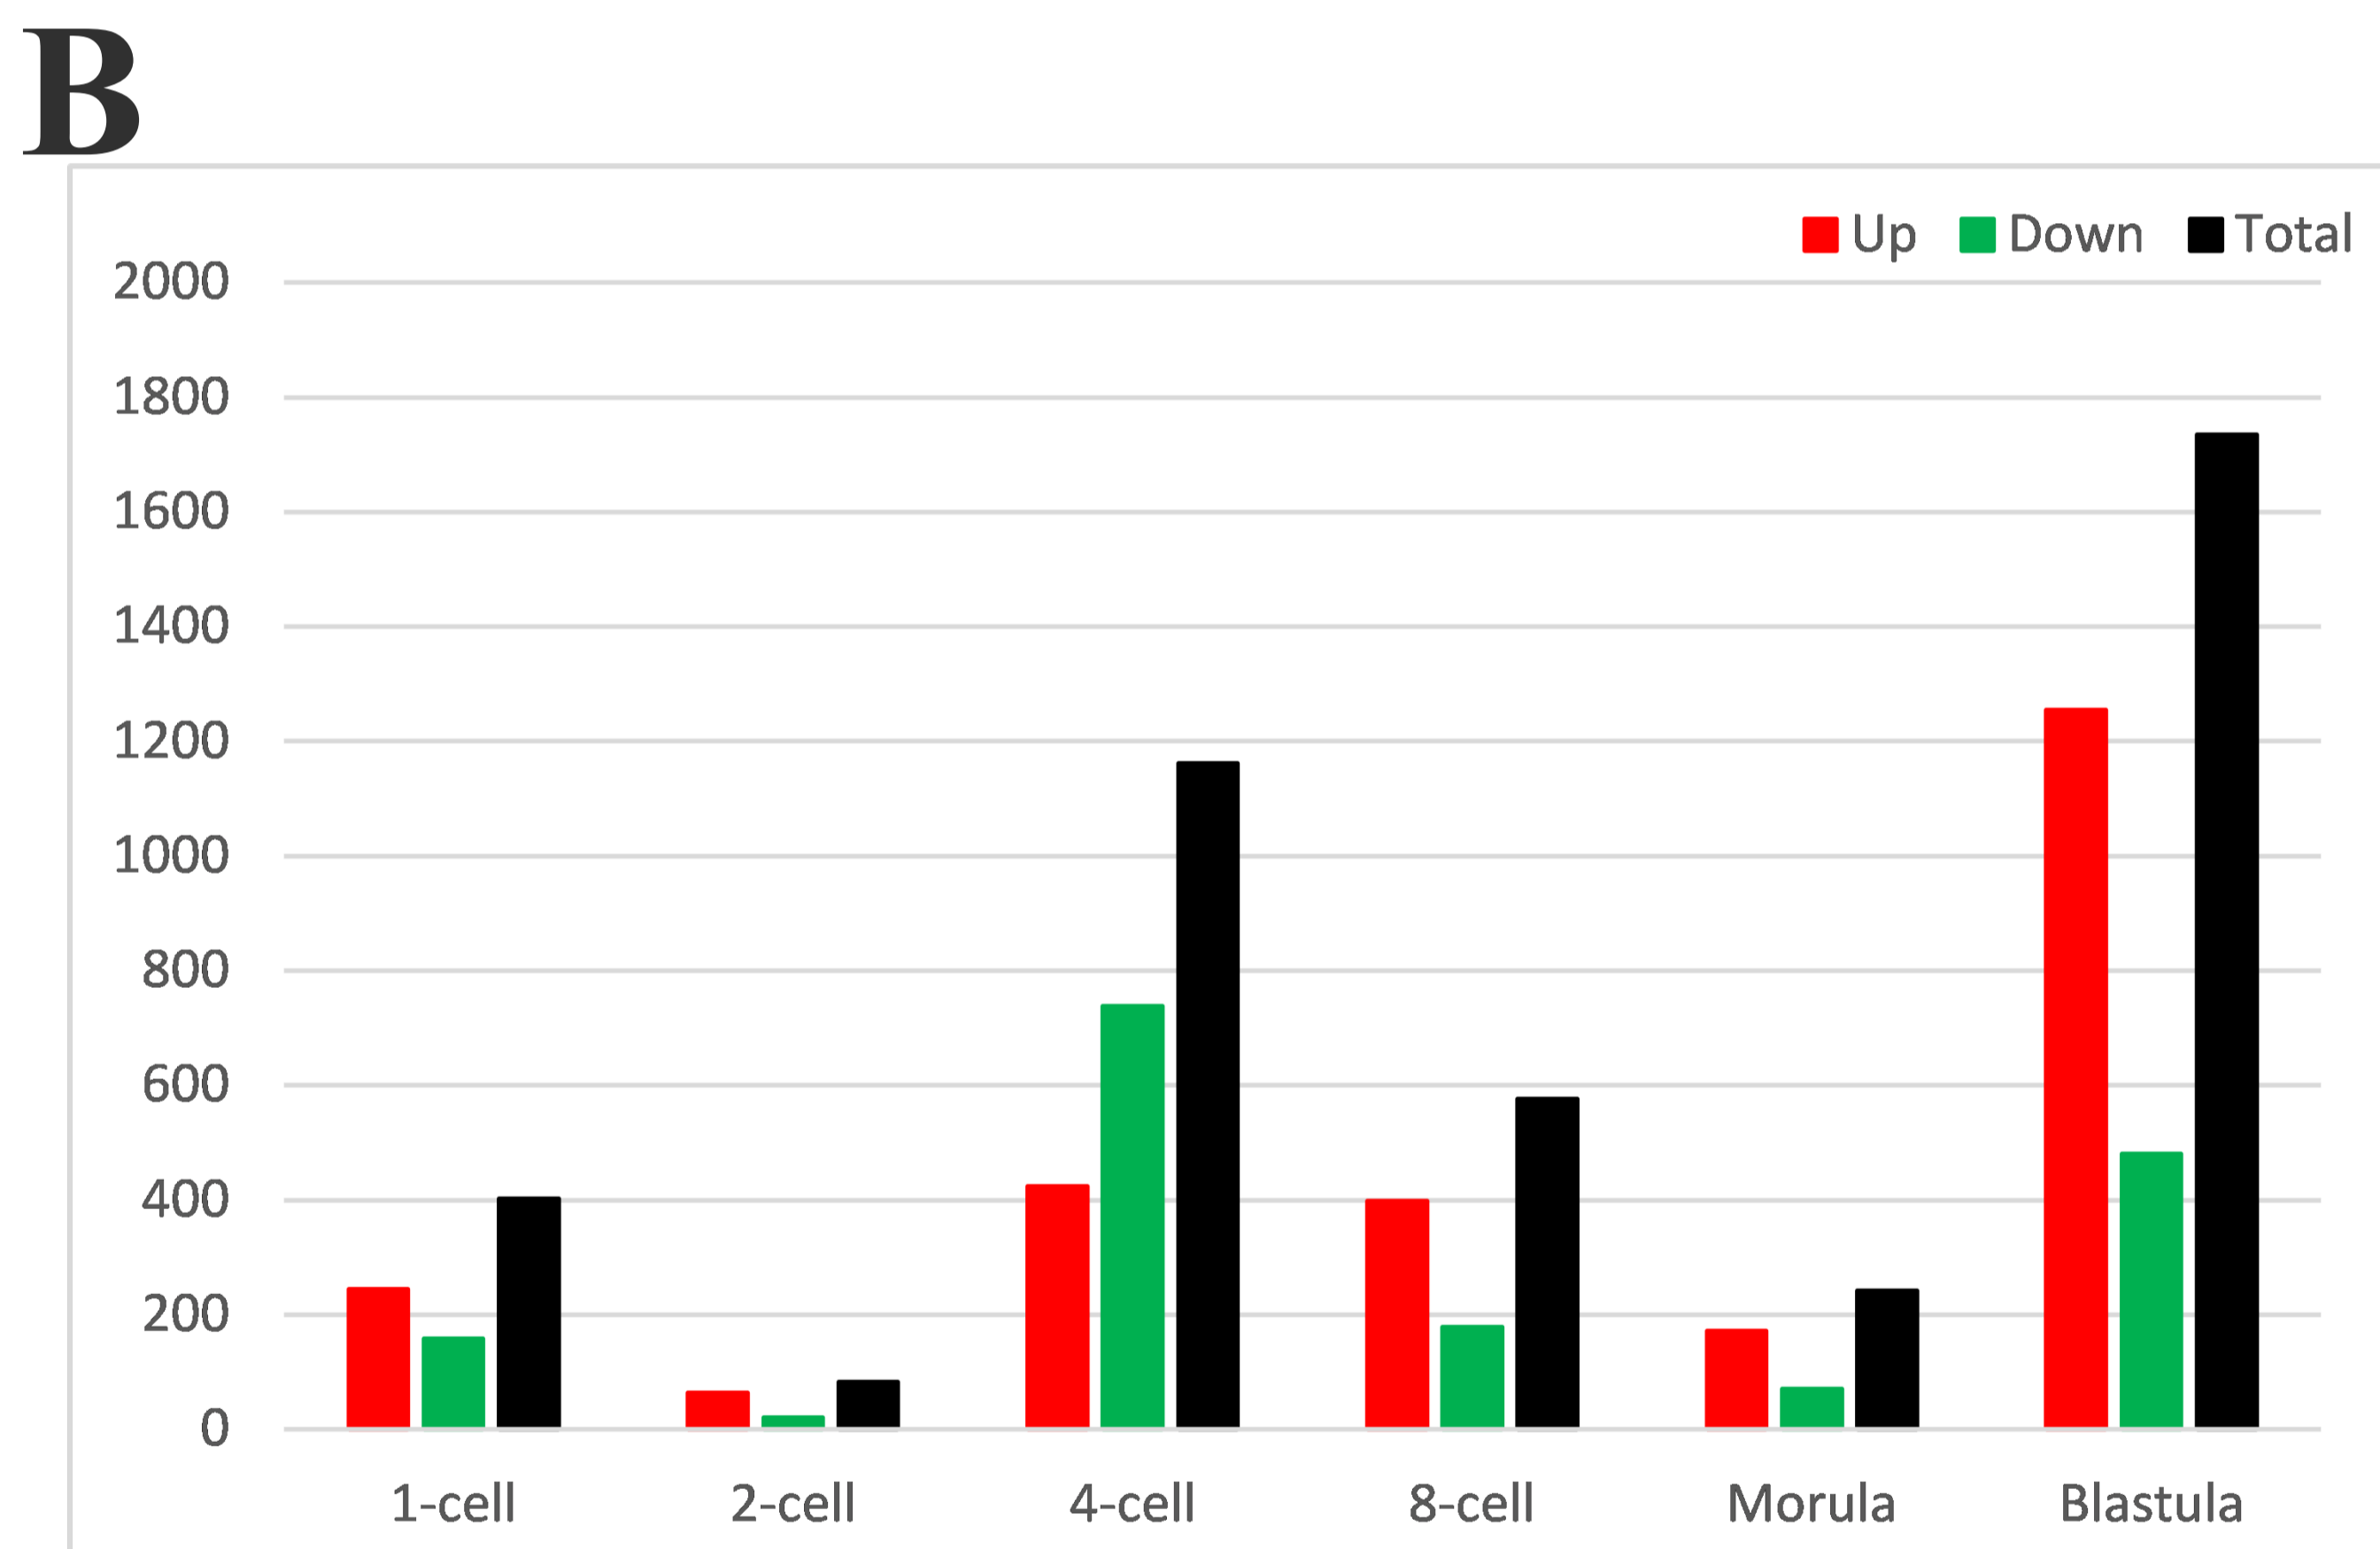

Figure S2 Transcriptional analysis of NTM and NTC embryos, Related to Figure 2.

(A) Transcriptional differences between NTM and NTC embryos. Red bar means the transcription is higher in NTM than in NTC embryos. Green bar means lower. Black bar means the total transcriptional difference between NTM and NTC.

(B) Transcriptional co-differences between NTC VS. Invivo and NTM VS. Invivo. Red bar means the quantity of genes which were higher transcript in both NT group than in Invivo group. Green bar means lower transcript. Black bar means the total transcriptional difference between both NT embryos and Invivo embryos.

# Supplementary material for: Transcriptional defects and reprogramming barriers in somatic cell nuclear reprogramming as revealed by single-embryo RNA sequencing
**Source:** BMC Genomics. 2018 Oct 10;19:734. doi: 10.1186/s12864-018-5091-1
**Supplement:** Supplementary file 9 — Analysis of specific protein-protein interactions.

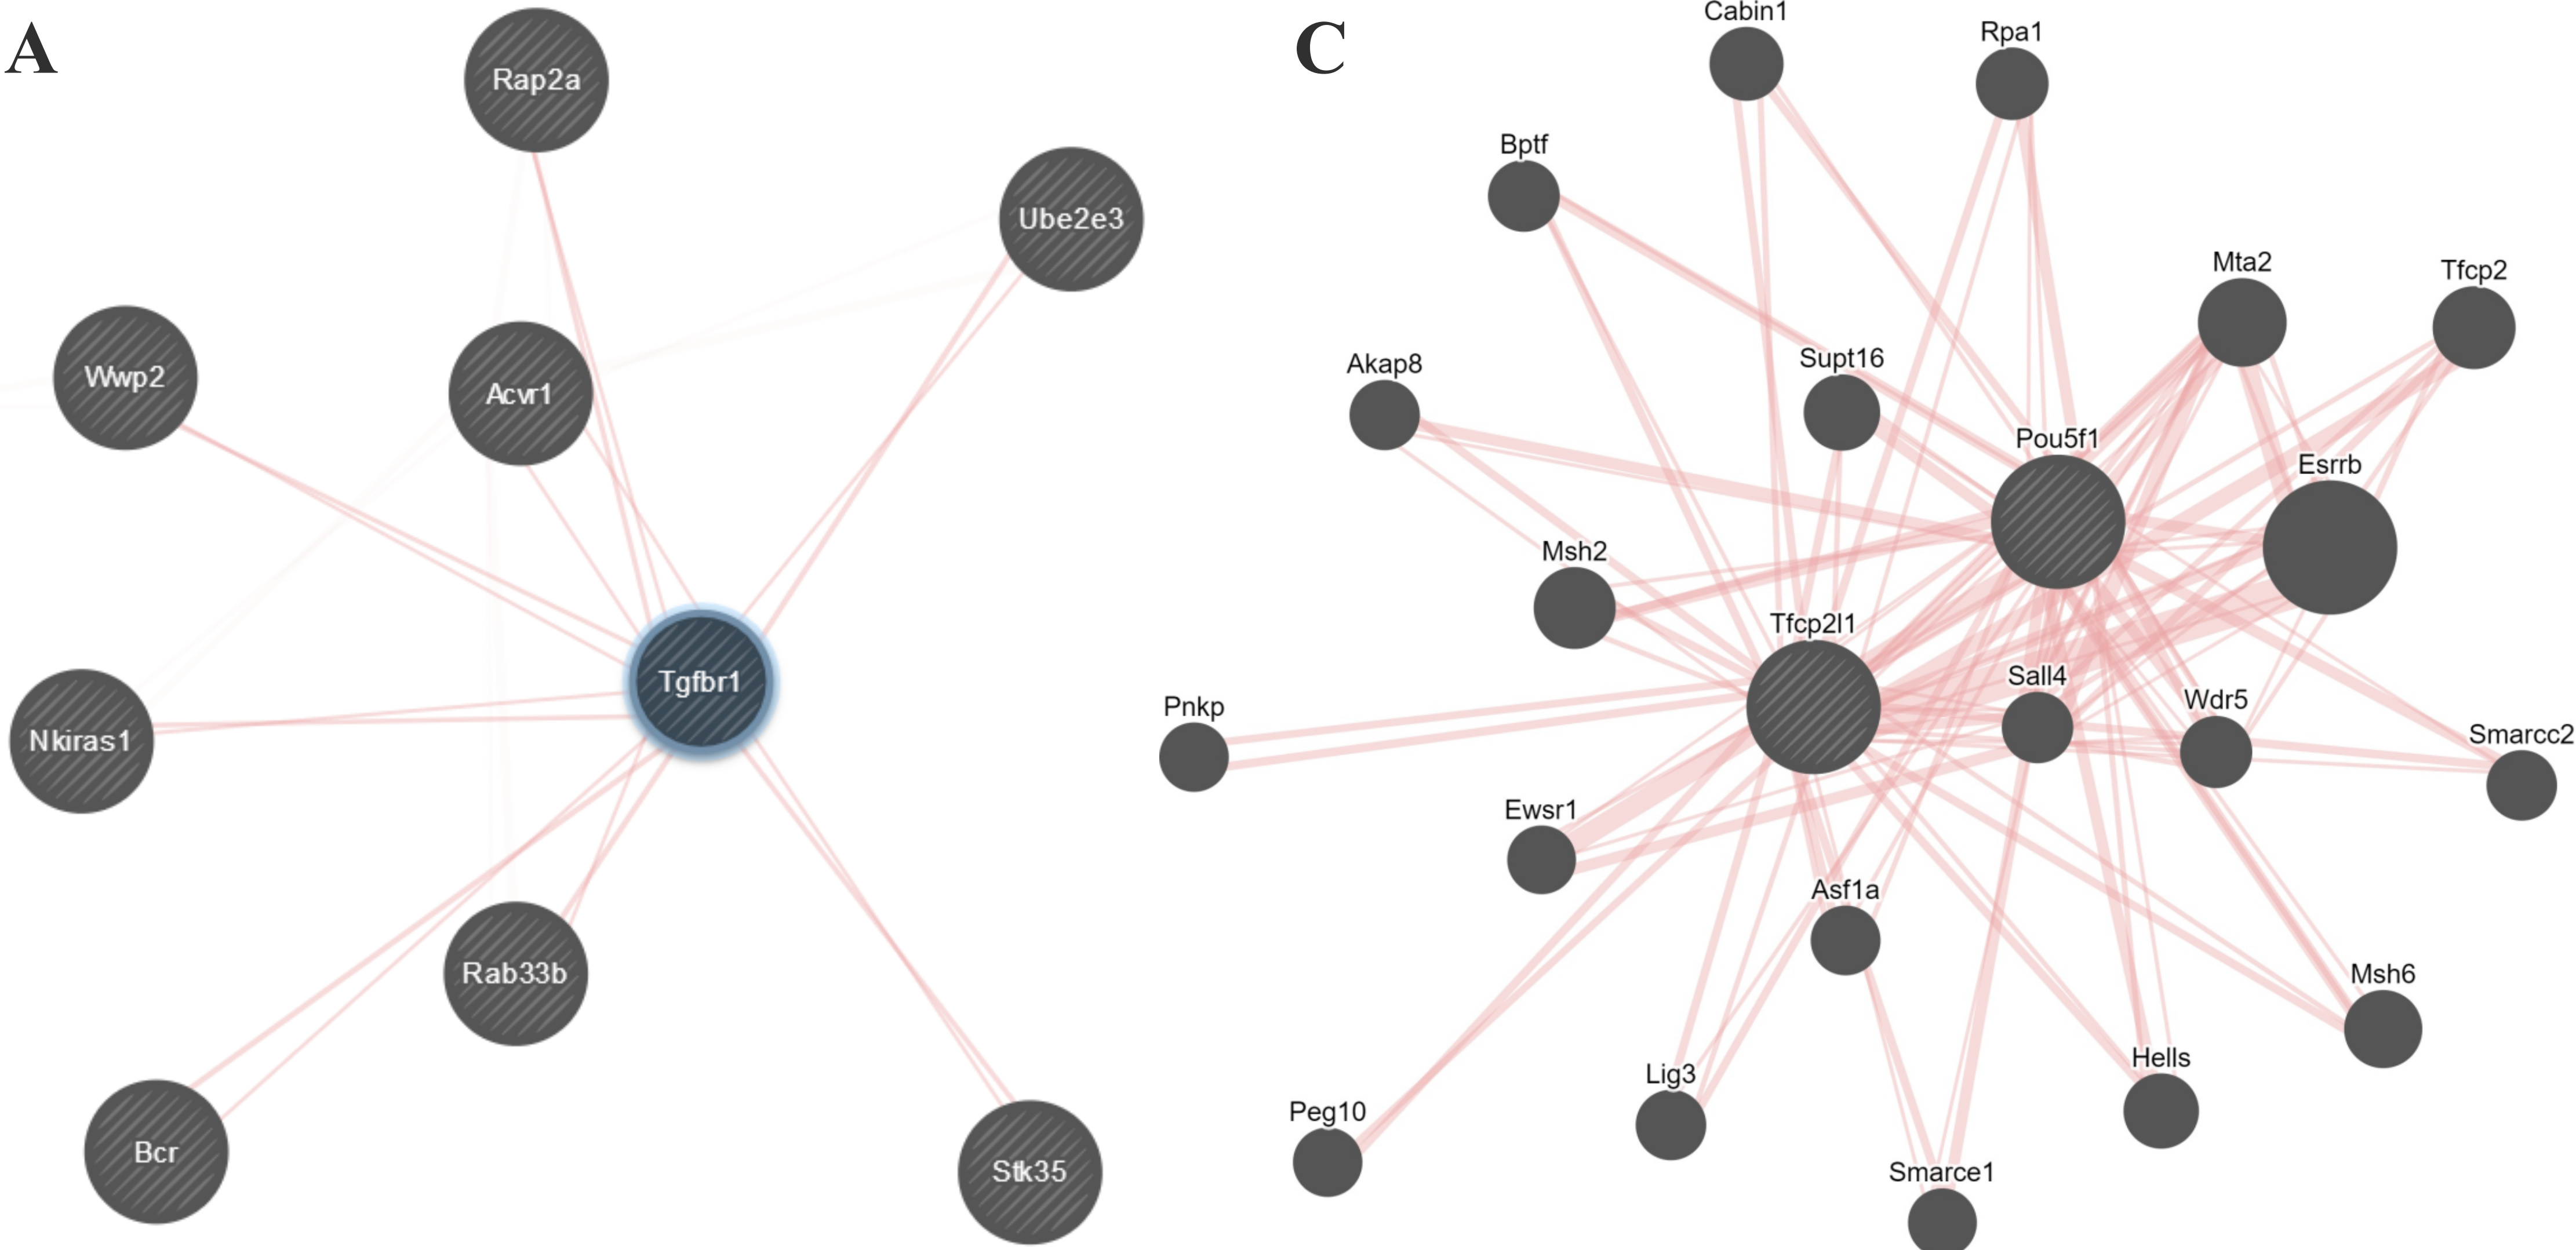

Figure S4 Interaction analysis of specific proteins. Related to Figure 5.

(A) Tgfbr1 physically interact with 8 genes according to the analysis with DAVID Bioinformatics Resources 6.8.

(B) The protein interactions with these genes were analyzed with DAVID Bioinformatics Resources 6.8.

(C) 113 relationships were observed among Tfcp2l1, Oct4 and 20 related genes according to the analysis with DAVID Bioinformatics Resources 6.8.

How the deposited data were processed for this re-analysis (not part of the article)

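The authors deposited one table of RPKM values for 27238 genes in 60 libraries, made from reads aligned with TopHat and counted with HTSeq. The values were used as deposited. They are reads relative to exon length and to the reads on genes of the library, which was checked by dividing them into whole reads at the exon lengths of GENCODE M21 (genome build GRCm38). This held for 20696 genes, and the reads of 6149 more came from the steps of their own values. The read recovery was tested on simulated data (12000 genes, 12 libraries), where 100% of the values came back.

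The depth of a library is its number of reads on genes, and it limits what a value of 0 can mean. The embryo groups had median depths of 10253675 (NTC 4-cell) to 19413763 (NTM blastula) reads, and donor libraries were deeper than embryo libraries. Amplification by tailing and 18 to 20 cycles without molecular identifiers leaves losses before amplification unmeasured.

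Comparisons of groups used limma (3.58.1) in R 4.3.3, with lmFit and eBayes with an intensity trend, on log2(RPKM + 1). Other calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Transitions compared successive stages within an embryo type, and each NT group was compared with in vivo embryos, with the other NT group and with its donor cell. Interaction terms tested whether a transition differed between an NT group and in vivo embryos, and these were added after the data had been seen.

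Genes given with their values were fixed by a rule. They are the genes that the study names for a result, the genes of the lists sex and H3K27me3_imprinted, and 4 genes with the largest changes at the blastula stage among 62 that differed from in vivo in the same direction in both NT groups. The 15 hand lists are snRNP, translation_initiation, histone_acetylation, phosphatidylinositol, DNA_repair, cell_cycle, cumulus_markers, MEF_markers, trophectoderm, epiblast, primitive_endoderm, H3K27me3_imprinted, maternal, two_cell_ZGA and ribosomal_protein. A list score is the mean over its genes of log2(RPKM + 1) after subtraction of the mean of each gene. Scores of 6 NT libraries were compared with 3 in vivo libraries by an exact permutation test with 84 arrangements. Over the 15 lists and 6 stages, 33 of 90 such tests had a p under 0.05, and the lowest adjusted p was 0.0670. Lists printed by the study (339, 1300 and 136 genes) were followed gene by gene, and its list of constant genes was not tested as a set.

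The following alternatives, and the rules above, were chosen before the data were examined: a pseudocount of 0.1, no filter on low values, median-ratio scaling, one fit over all 20 groups, a replicate block, no fold change threshold, leaving out single libraries or 1 replicate of every group, other limits for detection and for constant genes, genes scaled to unit variance, and separate in vivo blastula libraries. Reads thinned to equal depth, nuclear reads only, an unadjusted p under 0.05 and a donor RPKM above 0 were added after the data had been seen. Simulations with unchanged NT groups (20 per stage) gave the overlap that arises because both NT groups are compared with the same in vivo libraries. Matched lists for the hand lists were drawn 10000 times from genes of similar mean expression.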

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

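Of the tests in this part, only those on random regrouping (splits), on the spread of complexes and on incomplete capture were chosen before their results were seen, and all others were chosen after.

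The change from the 2-cell to the 4-cell stage differed from in vivo in 1895 genes (NTC) and 1294 genes (NTM), which drew attention because few regroupings of the libraries give as many. Of 100 splits of the libraries of each stage, 1 (NTC) and 3 (NTM) gave as many genes, with 1889 and 1392 in the largest other split. Another split can keep the embryo types apart at a stage and so carry a real difference. The splits are therefore no reference of chance alone. Between morula and blastula 23 genes differed (NTC, 4 of 100 splits gave as many, the largest 573 genes), and between the 1-cell and the 2-cell stage 23 (NTM, 2 of 100 splits, the largest 53 genes), so single regroupings can exceed these counts. For the NTC change at the 1-cell to 2-cell stage (5 of 100 splits) and the NTM change from morula to blastula (6 of 100 splits), chance stays open. The larger counts at the 2-cell to 4-cell stage involve the in vivo 4-cell libraries, whose composition is treated next, so a technical origin of part of them stays open.

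The in vivo 4-cell libraries had a median of 6.88% of reads on mitochondrial genes, a feature that the study did not examine. Other embryo libraries had 2.92% to 64.2%, with shares as low only in 1-cell and 2-cell embryos. Among the other libraries from the 4-cell stage on, the lowest share was 20.4% (NTM blastula replicate 2). The share therefore sets the in vivo 4-cell libraries apart from these, but not from earlier embryos. In addition 1377 genes were higher in every in vivo 4-cell library than in each of the 51 other embryo libraries, and 23 were lower. Depth does not account for the difference from NT embryos, since thinning the reads to equal depth left 2842 (NTC) and 1836 (NTM) differentially expressed genes. The share of mitochondrial reads does not either, since nuclear reads alone left 2969 and 1922 genes. Transcript length explains it in part at most, because among genes with a transcript of 2000 nt or more 23.8% (NTC) and 16.8% (NTM) were still differentially expressed. Among genes with shorter transcripts the share was larger, up to 48.9% (NTC) and 38.8% (NTM) under 1000 nt. A difference in library preparation remains a candidate explanation: in 5 of 7 complexes (20S and 19S proteasome, chaperonin CCT, ATP synthase and exosome, not respiratory complex I or COPI) the subunits were spread least in the in vivo 4-cell embryos of all 20 groups, as more complete capture of transcripts would give. A biological reason, such as fuller activation of the in vivo genome at this stage, was not tested apart from this.

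Ddx3y, a Y-linked gene of the sex list that the study does not discuss, was at 32.6 RPKM in NTM 4-cell replicate 1, 29.2 in NTM 4-cell replicate 3, 26.8 and 19.0 in NTM 8-cell replicates 1 and 2 and 9.33 in NTM morula replicate 1. MEF cells carried into the embryo samples could bring Y-linked transcripts, but the highest median ratio of 14 MEF marker genes to the level that this would need was 0.000241. Col1a1 reached at most 1.38 RPKM in these libraries, against a mean of 2819 in MEFs. The MEF libraries had 22.9, 0.0311 and 24.7 RPKM of Ddx3y, so male cells were among the donor MEFs. Expression from male MEF nuclei in the embryos is one hypothesis.

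Genes of the H3K27me3_imprinted list (Xist, Sfmbt2, Gab1, Slc38a4, Smoc1 and Jade1), which the study did not examine, had a score 1.36 higher in NT than in in vivo 8-cell embryos (exact permutation p = 0.0119), 0.97 higher in morulas (p = 0.0357) and 1.02 higher in blastulas (p = 0.0357). Among 10000 random lists matched on mean expression the 8-cell value lay at percentile 99.96 and the morula value at 99.97, so a general shift of genes of similar level does not account for them. The blastula value lay at percentile 85.82, and there a general shift may be enough. Loss of imprinting in NT embryos is a hypothesis for the 8-cell and morula values that was not tested, since alleles were not separated. Sex was not separated either: the list holds Xist, and the nuclei of NTC embryos came from female mice. Nor was the culture of NT embryos with Scriptaid. The p-values here are unadjusted, and the lowest adjusted p over the 90 list tests was 0.0670.

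At the blastula stage 4 genes had the largest changes among those differing in the same direction in both NT groups, and the study does not discuss them. The smaller of the NTC and NTM changes was 6.46 for Rhox5, 5.87 for Phlda3, -4.87 for Pdcd4 and -4.78 for Zfp985. For each gene the NTM call was lost in 4 of 6 fits without 1 library (without NTM blastula replicate 1 or 2 and without in vivo blastula replicate 2 or 3) and with no filter on low values, and that of Pdcd4 with a replicate block as well. The NTC call was lost in 1 of 6 such fits for each, and for Phlda3 and Pdcd4 with a replicate block. Incomplete capture in in vivo blastulas might raise NT over in vivo values, as the general shift does (a median of 0.74 to 1.00 log2 among genes with a morula mean under 50 RPKM, against 0.23 and 0.22 at 50 RPKM or more), but it gives no lower values in NT as for Pdcd4 and Zfp985. For Rhox5 and Phlda3 incomplete capture and a biological difference both stay open, since genes chosen for the size of their change cannot be set against that shift. Rhox5 was also higher in NT morulas.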

How the results depend on the processing

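Differential expression with 3 libraries per group depends strongly on settings here. Each pair of values gives the value with the main settings and the value with the other setting, and values are numbers of differentially expressed genes unless named otherwise. Over the main results and settings other than leaving out libraries, 298 of 442 values kept their call or size, 137 moved by more than 1.5-fold, 4 lost their call and 3 changed sign. For single genes 130 of 152 kept their call, 15 lost it and 7 gained one. When libraries were left out, 113 of 228 main values stayed, 110 moved and 5 changed sign, and for single genes 79 of 113 stayed, 30 lost and 3 gained a call and 1 changed sign. Fewer libraries can give fewer calls, but leaving out 1 library also raised some counts. The count for NTC against in vivo 1-cell embryos, 126 with all libraries, ranged from 1 to 1524. The cause of the changes was not tested.

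One fit over all 20 groups, with the variance taken from all libraries, moved 0 to 600 (in vivo 1-cell to 2-cell), 1026 to 2351 (NTM 1-cell to 2-cell), 3103 to 6114 (NTM 2-cell to 4-cell), 69 to 1809 (in vivo morula to blastula) and 719 to 463 (NTC morula to blastula). Further changes were 415 to 625 (NTM morula to blastula), 126 to 1023 (NTC against in vivo, 1-cell), 132 to 719 (NTM against in vivo, 1-cell), 2355 to 3820 (NTM against in vivo, 4-cell) and 879 to 2368 (NTC against in vivo, blastula). It also moved 70 to 2408 (NTM against in vivo, blastula), 2142 to 1060 (NTM against NTC, 1-cell), 0 to 17 (NTM against NTC, blastula), 5.5 to 309 (median of the 16 other comparisons) and 3 to 409 (NTC interaction 1-cell to 2-cell). Other changes were 23 to 309 (NTC interaction morula to blastula), 23 to 954 (NTM interaction 1-cell to 2-cell), 1294 to 2667 (NTM interaction 2-cell to 4-cell), 62 to 650 (NTM interaction morula to blastula) and 0 to 40 (in vivo up, NT opposite, 1 to 2-cell). More changes were 5 to 575 (down in vivo at the blastula and higher in both NT), 32 to 227 (shared by both NT groups, 1-cell), 6 to 415 (shared by both NT groups, 2-cell), 36 to 137 (shared by both NT groups, 8-cell) and 1 to 57 (shared by both NT groups, morula). It moved as well 62 to 1696 (shared by both NT groups, blastula), 4371 to 1895 (constant, CC), 3285 to 1696 (constant, MEF), 1271 to 488 (constant in both) and 0 to 68 (339 listed, in vivo 1-cell to 2-cell). Last came 4 to 18 (339 listed, NTM 1-cell to 2-cell), 34 to 657 (1300 listed, NTM against in vivo, blastula) and 22 to 400 (1300 listed, in vivo morula to blastula).

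No filter on low values, which adds genes to the adjustment, moved 1606 to 931 (NTC 1-cell to 2-cell), 1026 to 461 (NTM 1-cell to 2-cell), 69 to 11 (in vivo morula to blastula), 719 to 72 (NTC morula to blastula) and 415 to 0 (NTM morula to blastula). Further changes were 126 to 14 (NTC against in vivo, 1-cell), 132 to 46 (NTM against in vivo, 1-cell), 879 to 78 (NTC against in vivo, blastula), 70 to 1 (NTM against in vivo, blastula) and 5.5 to 0 (median of the 16 other comparisons). It also moved 23 to 74 (NTC interaction morula to blastula), 23 to 0 (NTM interaction 1-cell to 2-cell), 5 to 0 (down in vivo at the blastula and higher in both NT), 32 to 3 (shared by both NT groups, 1-cell) and 6 to 1 (shared by both NT groups, 2-cell). Other changes were 36 to 0 (shared by both NT groups, 8-cell), 1 to 0 (shared by both NT groups, morula), 62 to 1 (shared by both NT groups, blastula), 16 to 9 (339 listed, NTC 1-cell to 2-cell) and 4 to 0 (339 listed, NTM 1-cell to 2-cell). More changes were 492 to 39 (1300 listed, NTC against in vivo, blastula), 34 to 0 (1300 listed, NTM against in vivo, blastula) and 22 to 4 (1300 listed, in vivo morula to blastula).

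A pseudocount of 0.1 moved 69 to 163 (in vivo morula to blastula), 126 to 81 (NTC against in vivo, 1-cell), 879 to 1574 (NTC against in vivo, blastula), 70 to 1254 (NTM against in vivo, blastula) and 5.5 to 9 (median of the 16 other comparisons). Further changes were 3 to 1 (NTC interaction 1-cell to 2-cell), 23 to 161 (NTC interaction morula to blastula), 62 to 266 (NTM interaction morula to blastula), 5 to 50 (down in vivo at the blastula and higher in both NT) and 1 to 3 (shared by both NT groups, morula). It also moved 62 to 930 (shared by both NT groups, blastula), 492 to 848 (1300 listed, NTC against in vivo, blastula), 34 to 734 (1300 listed, NTM against in vivo, blastula) and 22 to 70 (1300 listed, in vivo morula to blastula). It took away the call of cumulus_markers 1-cell (0.24 to 0.71). The sign changed for MEF_markers 1-cell (-0.042 to 0.051).

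Median-ratio scaling moved 69 to 145 (in vivo morula to blastula), 70 to 714 (NTM against in vivo, blastula), 5.5 to 9.5 (median of the 16 other comparisons), 23 to 92 (NTC interaction morula to blastula) and 23 to 40 (NTM interaction 1-cell to 2-cell). Further changes were 5 to 30 (down in vivo at the blastula and higher in both NT), 1 to 9 (shared by both NT groups, morula), 62 to 512 (shared by both NT groups, blastula), 34 to 432 (1300 listed, NTM against in vivo, blastula) and 22 to 54 (1300 listed, in vivo morula to blastula). Calls were lost for histone_acetylation 4-cell (-0.64 to -0.51), H3K27me3_imprinted blastula (1.02 to 0.85). A change of sign came for maternal 4-cell (-0.097 to 0.017).

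Reads thinned to equal depth (chosen after the data had been seen) moved 69 to 176 (in vivo morula to blastula), 415 to 251 (NTM morula to blastula), 70 to 987 (NTM against in vivo, blastula), 5.5 to 21 (median of the 16 other comparisons) and 23 to 136 (NTC interaction morula to blastula). Further changes were 23 to 40 (NTM interaction 1-cell to 2-cell), 62 to 118 (NTM interaction morula to blastula), 5 to 50 (down in vivo at the blastula and higher in both NT), 1 to 10 (shared by both NT groups, morula) and 62 to 697 (shared by both NT groups, blastula). It also moved 4 to 1 (339 listed, NTM 1-cell to 2-cell), 34 to 558 (1300 listed, NTM against in vivo, blastula) and 22 to 72 (1300 listed, in vivo morula to blastula).

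Nuclear reads only (chosen after the data had been seen) moved 69 to 187 (in vivo morula to blastula), 415 to 256 (NTM morula to blastula), 70 to 1062 (NTM against in vivo, blastula), 5.5 to 15.5 (median of the 16 other comparisons) and 23 to 133 (NTC interaction morula to blastula). Further changes were 23 to 12 (NTM interaction 1-cell to 2-cell), 62 to 118 (NTM interaction morula to blastula), 5 to 54 (down in vivo at the blastula and higher in both NT), 1 to 6 (shared by both NT groups, morula) and 62 to 767 (shared by both NT groups, blastula). It also moved 34 to 605 (1300 listed, NTM against in vivo, blastula) and 22 to 78 (1300 listed, in vivo morula to blastula). The call was lost for histone_acetylation 4-cell (-0.64 to -0.30). It changed the sign of maternal 4-cell (-0.097 to 0.22).

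An unadjusted p under 0.05 (chosen after the data had been seen) moved 0 to 61 (in vivo up, NT opposite, 1 to 2-cell) and 5 to 551 (down in vivo at the blastula and higher in both NT).

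Separate in vivo blastula libraries (no test) moved 5 to 2260.5 (down in vivo at the blastula and higher in both NT).

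A donor mean RPKM of at least 5 moved 4371 to 2086 (constant, CC), 3285 to 1031 (constant, MEF) and 1271 to 345 (constant in both).

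A log2 fold change under 1 in size in all 6 comparisons moved 4371 to 806 (constant, CC), 3285 to 781 (constant, MEF) and 1271 to 90 (constant in both).

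A donor RPKM above 0 (chosen after the data had been seen) moved 4371 to 7300 (constant, CC), 3285 to 6760 (constant, MEF) and 1271 to 3452 (constant in both).

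The replicate numbers are shared between groups only as numbers, and a fit with a replicate block moved 0 to 27 (in vivo 1-cell to 2-cell), 719 to 435 (NTC morula to blastula), 126 to 9 (NTC against in vivo, 1-cell), 132 to 69 (NTM against in vivo, 1-cell) and 879 to 12 (NTC against in vivo, blastula). Further changes were 70 to 9 (NTM against in vivo, blastula), 5.5 to 18 (median of the 16 other comparisons), 3 to 0 (NTC interaction 1-cell to 2-cell), 23 to 10 (NTC interaction morula to blastula) and 23 to 0 (NTM interaction 1-cell to 2-cell). It also moved 62 to 4 (NTM interaction morula to blastula), 0 to 2 (in vivo up, NT opposite, 1 to 2-cell), 5 to 0 (down in vivo at the blastula and higher in both NT), 32 to 5 (shared by both NT groups, 1-cell) and 36 to 79 (shared by both NT groups, 8-cell). Other changes were 1 to 5 (shared by both NT groups, morula), 62 to 7 (shared by both NT groups, blastula), 0 to 9 (339 listed, in vivo 1-cell to 2-cell), 492 to 0 (1300 listed, NTC against in vivo, blastula) and 34 to 1 (1300 listed, NTM against in vivo, blastula). Correlations between residuals of same-numbered libraries gave no sign of pairing, with r from -0.164 to 0.146 (median 0.0013) over 17 pairs of groups compared.

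Median-ratio scaling moved the share of higher genes by more than 10 points in several comparisons: in NTC against in vivo 8-cell embryos from 60.4% to 45.2%, in NTC morulas from 100% to 60.0%, and in NTM against in vivo from 43.8% to 58.3% (2-cell) and from 33.3% to 47.1% (morula). Between NTM and NTC 8-cell embryos it went from 60.0% to 71.4%, and in vivo from the 8-cell stage to the morula from 100% to 50.0%.

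Leaving out libraries gave ranges of differentially expressed genes of 0 to 9 (in vivo 1-cell to 2-cell), 508 to 1864 (NTC 1-cell to 2-cell), 185 to 1215 (NTM 1-cell to 2-cell) and 5528 to 7139 (in vivo 2-cell to 4-cell). Next were 3473 to 4079 (NTC 2-cell to 4-cell), 1907 to 2669 (NTM 2-cell to 4-cell), 0 to 161 (in vivo morula to blastula) and 162 to 603 (NTC morula to blastula). After these came 28 to 879 (NTM morula to blastula), 1 to 1524 (NTC against in vivo, 1-cell), 16 to 853 (NTM against in vivo, 1-cell) and 2101 to 3282 (NTC against in vivo, 4-cell). Further ranges were 1034 to 2929 (NTM against in vivo, 4-cell), 1 to 1085 (NTC against in vivo, blastula), 1 to 1488 (NTM against in vivo, blastula) and 1193 to 2526 (NTM against NTC, 1-cell). Then there were 0 in all (NTM against NTC, blastula) and 0 in all (median of the 16 other comparisons).

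For derived counts the ranges without 1 replicate of every group were 0 in all (NTC interaction 1-cell to 2-cell), 591 to 1047 (NTC interaction 2-cell to 4-cell), 0 in all (NTC interaction morula to blastula) and 0 to 4 (NTM interaction 1-cell to 2-cell). Next were 162 to 676 (NTM interaction 2-cell to 4-cell), 0 in all (NTM interaction morula to blastula), 0 to 2 (in vivo up, NT opposite, 1 to 2-cell) and 131 to 170 (in vivo up, NT opposite, 2 to 4-cell). After these came 0 in all (down in vivo at the blastula and higher in both NT), 0 to 140 (shared by both NT groups, 1-cell), 0 to 2 (shared by both NT groups, 2-cell) and 290 to 625 (shared by both NT groups, 4-cell). Further ranges were 0 in all (shared by both NT groups, 8-cell), 0 to 1 (shared by both NT groups, morula), 0 in all (shared by both NT groups, blastula) and 5098 to 5301 (constant, CC). Then there were 4036 to 4486 (constant, MEF), 1777 to 2045 (constant in both), 0 in all (candidate barriers, CC) and 0 in all (candidate barriers, MEF). More ranges were 0 to 2 (339 listed, in vivo 1-cell to 2-cell), 1 to 4 (339 listed, NTC 1-cell to 2-cell), 0 in all (339 listed, NTM 1-cell to 2-cell) and 0 in all (1300 listed, NTC against in vivo, blastula). The following had 0 in all (1300 listed, NTM against in vivo, blastula) and 0 in all (1300 listed, in vivo morula to blastula).

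List scores without 1 replicate of every group ranged over -0.0054 to 0.13 (translation_initiation 2-cell), -2.12 to -2.03 (snRNP 4-cell), -2.20 to -2.0003 (ribosomal_protein 4-cell) and -0.85 to -0.52 (histone_acetylation 4-cell). Next were 0.60 to 0.89 (cell_cycle blastula), 0.37 to 0.49 (phosphatidylinositol blastula), 0.50 to 0.88 (DNA_repair blastula) and -0.82 to 0.84 (trophectoderm blastula). After these came -1.07 to -0.21 (epiblast blastula), -0.44 to 0.23 (primitive_endoderm blastula), -3.08 to -1.60 (two_cell_ZGA 2-cell) and -0.23 to 0.014 (maternal 4-cell). Further ranges were 0.44 to 1.48 (H3K27me3_imprinted blastula), 0.23 to 0.27 (cumulus_markers 1-cell) and -0.068 to -0.0016 (MEF_markers 1-cell). A change of sign came without replicate 3 for translation_initiation (-0.0054), without replicate 1 for trophectoderm (-0.82) and maternal (0.014), and in 2 fits for primitive_endoderm (0.23 without replicate 3 and 0.043 without replicate 2, in the result list score, primitive_endoderm, blastula).

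Log2 fold changes of single genes without 1 library ranged over 1.13 to 2.59 (Eif1ad, NTC against in vivo, 2-cell), -1.07 to 0.71 (Eif1ax, NTC against in vivo, 2-cell), 1.30 to 2.25 (Eif3j2, NTC against in vivo, 2-cell) and -3.90 to -3.36 (Nanog, NTC against in vivo, 4-cell). Next were -2.91 to -1.77 (Nanog, NTM against in vivo, 4-cell), -4.79 to -3.28 (Duxf3, NTC against in vivo, 2-cell), -4.82 to -3.31 (Duxf3, NTM against in vivo, 2-cell) and 2.05 to 2.83 (Kif3a, NTC against in vivo, blastula). After these came 0.33 to 0.90 (Tfcp2l1, NTC against in vivo, blastula), 1.13 to 1.46 (Xist, NTC against in vivo, blastula), 1.23 to 1.93 (Xist, NTM against in vivo, blastula) and 6.65 to 7.22 (Rhox5, NTC against in vivo, blastula). Further ranges were 6.06 to 6.82 (Rhox5, NTM against in vivo, blastula), 5.63 to 6.34 (Phlda3, NTC against in vivo, blastula), 6.35 to 7.07 (Phlda3, NTM against in vivo, blastula) and -5.68 to -4.84 (Pdcd4, NTC against in vivo, blastula). Then there were -5.25 to -4.40 (Pdcd4, NTM against in vivo, blastula), -5.25 to -4.36 (Zfp985, NTC against in vivo, blastula) and -5.29 to -4.52 (Zfp985, NTM against in vivo, blastula). The changes are in log2(RPKM + 1), and where a group lies at or near 0 they depend on the pseudocount. Only Eif1ax in NTC against in vivo 2-cell embryos changed sign (0.71 without in vivo 2-cell replicate 2).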

Differences from the paper's values

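Sequencing depth. The paper's mean number of reads per sample is 43 megareads, and the mean of the reads on genes is 17.3 megareads. The units differ, since the paper's number counts both reads of each pair, as its total of bases and its read length show, and HTSeq counts a pair once. No alternative was run for this value.

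Principal components. The paper's Fig. 2a gives about 13 for the first component and about 9 for the second, read by eye, and the values here are 39.8 and 13.7. For the second, a pseudocount of 0.1 (12.5) and no filter on low values (13.4) come within 1.5-fold of the paper's value, and median-ratio scaling and unit variance do not. For the first none do.

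Transitions. The paper's text gives 3000 genes for the in vivo step from morula to blastula, against 69 here, and no setting chosen before the data were examined comes near it. From Fig. 2b, read by eye, the paper's counts in vivo are about 870 from the 1-cell to the 2-cell stage (0 here), about 950 from the 8-cell stage to the morula (1 here) and about 3700 from morula to blastula (69 here). For NTC they are about 970 from the 4-cell to the 8-cell stage (6 here), about 570 from the 8-cell stage to the morula (0 here) and about 460 from morula to blastula (719 here). For NTM they are about 2400 from the 1-cell to the 2-cell stage (1026 here), about 7300 from the 2-cell to the 4-cell stage (3103 here), about 1300 from the 4-cell to the 8-cell stage (35 here) and about 120 from the 8-cell stage to the morula (0 here). One fit over all 20 groups comes within 1.5-fold of the paper's value for the in vivo 1-cell to 2-cell step (600), the NTC morula to blastula step (463) and the NTM steps from the 1-cell to the 2-cell (2351) and from the 2-cell to the 4-cell stage (6114). The NTC step from morula to blastula is also reached with a pseudocount of 0.1 (663), with a replicate block (435), without NTC blastula replicate 3 (603) and without NTC morula replicate 2 (501). The other alternatives chosen before the data were examined do not reach these values.

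Comparison of NT with in vivo embryos. For blastulas the paper's text gives 3000 genes for both NT groups and Fig. 2c about 3400, read by eye, against 879 (NTC) and 70 (NTM). One fit over all 20 groups (2368 and 2408) comes within 1.5-fold, and no other alternative chosen before the data were examined does. The paper's supplement gives for NTC 1601 genes at the 1-cell, 320 at the 2-cell, 1919 at the 8-cell and 781 at the morula stage, against 126, 18, 139 and 3 here. For NTM it gives the paper's values 1499, 717, 1209 and 747, against 132, 16, 174 and 15 here. Of the alternatives chosen before the data were examined, only leaving out in vivo 1-cell replicate 1 comes near, for the NTC 1-cell count (1524). Between NTM and NTC blastulas the paper gives 20 genes and 0 were found, with 17 in one fit over all 20 groups and 0 or too few in the other alternatives chosen before the data were examined. The counts at an unadjusted p are given below.

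Differences shared by both NT groups. The paper's text gives 402 genes at the 1-cell stage, against 32 here, and no alternative reaches it. Read by eye, Figure S2B gives about 85 at the 2-cell (6 here), about 1200 at the 4-cell (1818 here), about 580 at the 8-cell (36 here), about 240 at the morula (1 here) and about 1700 at the blastula stage (62 here). The 4-cell value is reached with a pseudocount of 0.1 (1764), no filter (1273), median-ratio scaling (1538) and a replicate block (1550), and with thinned reads (1403) and nuclear reads only (1468), both chosen after seeing the values. The blastula value is reached with one fit over all 20 groups (1696). The other alternatives do not reach these values.

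Opposite changes. From the 1-cell to the 2-cell stage the paper's values are 704, 169, 339, 1552 and 8 genes, against 0 for each here, because no gene was called in vivo. No alternative reaches them when the NT changes are counted by calls. Counted by sign, the 169 is reached with one fit over all 20 groups (114). An unadjusted p under 0.05, chosen after seeing the values, reaches it too (142). The 339 and the 8 are not reached by sign. From the 2-cell to the 4-cell stage the paper gives 1380, 901 and 1127, against 215, 393 and 190 here, and no alternative reaches these either.

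Morula to blastula, down-regulated in vivo. The paper gives 2396 genes that were not down-regulated in NTC, of which 1434 were higher than in vivo, and 2385 and 1441 in NTM, against 25, 17, 35 and 5 here. No alternative reaches these counts. Of the shares, the paper's 60.42% for NTM is 14.3% here, and it is reached with a pseudocount of 0.1 (59.0%), median-ratio scaling (47.5%) and one fit over all 20 groups (58.1%). After seeing the values, thinned reads (53.9%), nuclear reads only (54.6%) and an unadjusted p under 0.05 (69.8%) were found to reach it too. For genes in both NT groups the paper's 1300 is 5 here and none reach it. The paper's 2219 genes higher in both NT blastulas are 48 here, and an unadjusted p under 0.05, chosen after seeing the values, gives 1669. The paper's 58.58% is 10.4% here and is reached with one fit over all 20 groups (39.7%). The remaining alternatives do not reach these values.

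Constant genes. The paper's 5210 constant genes in MEFs are 3285 here, and no filter (4007) and leaving out replicate 1 (4046), 2 (4486) or 3 (4036) reach it, as does a donor RPKM above 0 (6760), chosen after seeing the values. The paper's 2003 in both are 1271 here, reached with a pseudocount of 0.1 (1340), no filter (1780), a replicate block (1364) and leaving out replicate 1 (1777), 2 (2045) or 3 (1790). The paper's 399, 583 and 136 candidate barriers are 0 for each here with every setting.

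Limits of the test. An unadjusted p under 0.05 without a fold change limit, chosen after seeing the values, gives counts within 1.5-fold of the paper's for several comparisons. These are 615 (in vivo 1-cell to 2-cell), 873 (in vivo 8-cell to morula), 1139 (NTC 4-cell to 8-cell), 1092 (NTM 4-cell to 8-cell), 2782 (NTM 1-cell to 2-cell), 2684 and 2458 (NTC and NTM blastulas against in vivo), 1525, 1067, 1594 and 849 (NTM 1-cell, 2-cell, 8-cell and morula against in vivo) and 1893 (NTC 8-cell against in vivo). It does not do so for 1480 (in vivo morula to blastula), 1270 and 843 (NTC and NTM 8-cell to morula), 2517, 1097 and 1247 (NTC 1-cell, 2-cell and morula against in vivo), 4576 (NTM 2-cell to 4-cell) or 315 (NTM against NTC blastulas). For the NTC and NTM steps from morula to blastula it gives counts far above the paper's, and it keeps both above the in vivo count.

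Direction and order. The paper finds a minority of down-regulated genes in NT 4-cell embryos, whereas 73.4% (NTC) and 84.2% (NTM) of the differing genes were lower here. The bars of the paper's Fig. 2c, read by eye, look mostly down-regulated, as here. The paper ranks the in vivo step from morula to blastula above that of the NT groups, whereas the NT groups had more genes here (719 and 415), and one fit over all 20 groups gives the order of the paper. The paper places the blastula with the 4-cell stage as the stages of largest difference from in vivo, whereas NTM blastulas had fewer differing genes (70) than NTM 1-cell embryos (132) here. The order of the paper is given by a pseudocount of 0.1 (1254 in blastulas and 112 in 1-cell embryos), median-ratio scaling (714 and 161) and one fit over all 20 groups (2408 and 719). Thinned reads (987 and 137) and nuclear reads only (1062 and 144), both chosen after seeing the values, give it too, and no filter on low values (1 and 46) and a replicate block (9 and 69) do not. The paper has Eif1ad and Eif3j2 falling in NT embryos from the 1-cell to the 2-cell stage, whereas Eif1ad rose in both NT groups and Eif3j2 in NTC by mean RPKM here. The rises of Eif1ad in NTM and of Eif3j2 in NTC were smaller than the SD at one of these stages. They leave the direction open. The paper reports a fall in genes for histone acetylation in vivo from the 2-cell to the 4-cell stage, whereas by sign 32 of 49 genes of the hand list rose and 17 fell, and 16 were called up-regulated and 9 down-regulated.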

Other observations

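Of the tests in this part, those on splits, on incomplete capture of the genes higher in NT blastulas and on the depth of the 136 listed genes were chosen before their results were seen, and the others after.

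Every comparison of 3 with 3 libraries was repeated on the 10 splits of its 6 libraries. In most of the 45 comparisons only the real split, 1 of 10, gave as many differentially expressed genes. No other split gave more than 3 genes in any of the 45. In 7 comparisons with 0 genes (in vivo 1-cell to 2-cell, NTC and NTM 8-cell to morula, and NTM against NTC at the 2-cell, 4-cell, morula and blastula stages) all 10 did. With 10 splits no share under 1 of 10 is possible, so by this share alone the real grouping and a random split cannot be told apart.

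In vivo blastula libraries had fewer genes above 0 than NT blastula libraries. Depth is excluded as the reason, because after thinning to equal depth the lowest NT library still had 3645 more genes than the highest in vivo library. A few genes taking most of the reads is excluded as well, since the 10 most abundant genes took a median of 28.0% of the reads in vivo and 34.2% in NT blastulas. Incomplete capture of RNA from single in vivo blastulas is a possible explanation: of 3817 genes with a morula mean of 5 RPKM or more, 13.5% were seen in only 1 or 2 of the 3 in vivo blastula libraries, against 1.57% and 1.83% in NTC and NTM blastulas and 0.760% to 1.65% in morulas.

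The same incomplete capture may raise the number of genes higher in NT than in in vivo blastulas. Genes with an in vivo morula mean of 50 RPKM or more had a median log2 fold change of only 0.23 (NTC) and 0.22 (NTM), against 0.74 to 1.00 at lower levels. Depth does not account for these genes, with 1118 (NTC) and 932 (NTM) higher after thinning to equal depth. The lists compared in blastulas were set against 10000 random lists matched on mean expression. The cell_cycle score lay at percentile 59.88, phosphatidylinositol at 33.37 and DNA_repair at 82.19, so a general shift of genes of similar level could give all 3. It does not account for ribosomal_protein (percentile 0) or epiblast (0.03, at -0.54 against a median of 0.67 in the random lists), and trophectoderm lay at 2.93.

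At the 4-cell stage the snRNP and ribosomal_protein scores lay at percentile 0 of matched random lists, so the general shift does not account for them, whereas histone_acetylation lay at percentile 25.18 and may follow that shift. Both lists at percentile 0 hold transcripts of complexes, and the difference in library preparation of the in vivo 4-cell embryos (5 of 7 complexes with the least spread) remains a candidate explanation for these 4-cell values. It does not account for ribosomal_protein at later stages, which lay at percentile 0 again in 8-cell embryos (-0.66), morulas (-0.50) and blastulas (-0.57). For snRNP the percentile was 0.03 in 8-cell embryos (-0.14, exact permutation p = 0.321), 25.75 in morulas and 1.98 in blastulas. In blastulas the snRNP score was 0.31 higher in NT, against a median of 0.70 in the random lists.

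The 136 listed genes were at 0 in all embryo libraries. If the embryos held them at donor levels, 134 genes at the level of CC and 134 at the level of MEF would be expected at 3 reads or more over the 54 embryo libraries. Any gene seen in a donor library passes this limit at the summed depth of the embryos. It shows only that the summed depth was enough at those levels.

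Between NTC and NTM 1-cell embryos, remaining RNA of the donor cells is excluded as the source of the differences, with a correlation across genes of -0.000694 with the difference between the donor cells. Depth is excluded too, since 2025 genes differed after thinning. A batch difference between NTC and NTM embryos was not tested, because collection dates were not used here.

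The two_cell_ZGA list (among them Zscan4c, Zscan4d, Zfp352, Tcstv1 and Duxf3) had a score 2.35 lower in NT than in in vivo 2-cell embryos (-2.35, exact permutation p = 0.0119), with 5 of 13 genes lower in NTC and 6 of 13 in NTM over the list alone, and 0 and 1 over all genes. It lay at percentile 0 of matched random lists, so the general shift does not account for it. By the same exact test the maternal list differed by -0.10 at the 4-cell stage (p = 0.738), the cumulus_markers by 0.24 (p = 0.0238) and the MEF_markers by -0.04 (p = 0.512) at the 1-cell stage. In blastulas the epiblast list differed by -0.54 (exact p = 0.25) and the primitive_endoderm list by -0.06 (p = 0.81).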
